# Iron therapy mitigates chronic kidney disease progression by regulating intracellular iron status of kidney macrophages

**DOI:** 10.1172/jci.insight.159235

**Published:** 2023-01-10

**Authors:** Edwin Patino, Divya Bhatia, Steven Z. Vance, Ada Antypiuk, Rie Uni, Chantalle Campbell, Carlo G. Castillo, Shahd Jaouni, Francesca Vinchi, Mary E. Choi, Oleh Akchurin

**Keywords:** Nephrology, Chronic kidney disease, Fibrosis, Macrophages

## Abstract

Systemic iron metabolism is disrupted in chronic kidney disease (CKD). However, little is known about local kidney iron homeostasis and its role in kidney fibrosis. Kidney-specific effects of iron therapy in CKD also remain elusive. Here, we elucidate the role of macrophage iron status in kidney fibrosis and demonstrate that it is a potential therapeutic target. In CKD, kidney macrophages exhibited depletion of labile iron pool (LIP) and induction of transferrin receptor 1, indicating intracellular iron deficiency. Low LIP in kidney macrophages was associated with their defective antioxidant response and proinflammatory polarization. Repletion of LIP in kidney macrophages through knockout of ferritin heavy chain (*Fth1*) reduced oxidative stress and mitigated fibrosis. Similar to *Fth1* knockout, iron dextran therapy, through replenishing macrophage LIP, reduced oxidative stress, decreased the production of proinflammatory cytokines, and alleviated kidney fibrosis. Interestingly, iron markedly decreased TGF-β expression and suppressed TGF-β–driven fibrotic response of macrophages. Iron dextran therapy and FtH suppression had an additive protective effect against fibrosis. Adoptive transfer of iron-loaded macrophages alleviated kidney fibrosis, validating the protective effect of iron-replete macrophages in CKD. Thus, targeting intracellular iron deficiency of kidney macrophages in CKD can serve as a therapeutic opportunity to mitigate disease progression.

## Introduction

Chronic kidney disease (CKD) is a progressive multisystem disease that affects 10%–15% of the US adult population, has no cure, and is associated with high morbidity and mortality (1). Anemia and iron deficiency are common in patients with CKD (2, 3). Many patients with CKD develop functional iron deficiency, in part due to elevated hepcidin. Importantly, functional iron deficiency in CKD is independently associated with mortality (2). CKD-induced alterations of iron metabolism contribute to the development of anemia and require therapeutic correction (4). Iron administration becomes critical in patients receiving erythropoiesis-stimulating agents, which increase iron demand for de novo red blood cell production (4). At the same time, a growing body of literature indicates that iron has previously unrecognized erythropoiesis-independent effects in CKD (5), including those in CKD mineral and bone disorder, cardiovascular health, the immune system, and, importantly, kidney fibrosis (6, 7).

Recently, we reported that chronic parenteral administration of iron dextran improves kidney function in juvenile mice with adenine-induced CKD (8). Similarly, ferric citrate coordination complex improved kidney function in 5/6-nephrectomized rats (9) and in juvenile mice with Alport syndrome (10). Sucroferric oxyhydroxide ameliorated CKD progression in rats with adenine-induced CKD (11). However, despite this recent evidence suggesting a clinically relevant role for iron in the kidney, the cellular and molecular mechanisms responsible for potential iron-driven alleviation of kidney fibrosis have remained largely unexplored to date.

Kidney fibrosis is the final common pathway for all types of progressive kidney diseases. The deposition of excessive extracellular matrix during fibrosis destroys the normal architecture of kidney parenchyma, which results in a gradual loss of kidney function (12). Kidney macrophages participate in immune responses to chronic kidney injury (13). In response to stimuli from the microenvironment, macrophages shift their polarization and can adopt different functional phenotypes (14). In the setting of kidney fibrosis, macrophages may exhibit either profibrotic or protective effects (15). Subsets of kidney macrophages have been implicated in local inflammatory response, crosstalk with other immune cells, and the macrophage-to-myofibroblast transition (16). Moreover, kidney macrophages can become a potent source of oxidative stress that drives fibrosis, which is in part due to defective macrophage mitophagy in CKD (17).

Macrophages are also crucial for iron homeostasis (18). While the principal role of macrophages in supplying iron for erythropoiesis through systemic iron recycling is well established, growing evidence indicates that macrophages regulate local iron availability and thus modulate tissue microenvironment, affecting surrounding cells and tissue functions (19). Furthermore, iron may greatly impact macrophage polarization in several organs (20). Although iron therapy is being widely used in patients with CKD, the effects of iron on kidney macrophage behavior in the context of CKD remain largely unexplored (6). Owing to elevated hepcidin, macrophages may accumulate iron intracellularly in CKD (8). In macrophages, iron can join the labile iron pool (LIP), a cytosolic pool of free redox-active ferrous iron (Fe^2+^) (21). This dynamic pool of iron plays a regulatory role and is the source of iron for incorporation into iron-dependent enzymes, particularly many antioxidant enzymes (21). Upon its expansion, LIP is either exported by the iron exporter ferroportin or stored as nonreactive ferric iron (Fe^3+^) in ferritin nanocages (22). While elevated serum ferritin in CKD may reflect changes in iron status, ferritin levels are also affected by inflammation (23). In this study, using 2 mouse models of CKD, a genetic manipulation of myeloid lineage–specific ferritin heavy chain and a complementary cell culture system, we examined the impact of CKD on kidney macrophage intracellular iron status and its effect on macrophage behavior and progression of kidney fibrosis. Furthermore, we elucidated cellular effects of therapeutic iron administration on kidney macrophage-elicited inflammatory and fibrotic responses in CKD.

## Results

### The intracellular LIP is depleted in kidney macrophages during CKD.

We used a high-adenine diet mouse model of CKD (8) (Figure 1A). CKD mice developed severe kidney fibrosis (Figure 1B) and displayed systemic hypoferremia with low serum iron, low transferrin saturation, and high serum soluble transferrin receptor levels, (Supplemental Figure 1; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.159235DS1). The number of macrophages in the kidney was significantly increased in CKD as compared with control mice (Supplemental Figure 2). 

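F4/80, the macrophage marker of Supplemental Figure 2B, is encoded by Adgre1 (ENSMUSG00000004730), which lies on chromosome 17 of the mouse genome build GRCm38 from 57358686 to 57483529. Its transcript was measured by RNA sequencing of whole kidney tissue, and the authors deposited its expression in each mouse in FPKM (fragments per kilobase of transcript, scaled to the number of mapped reads). Adgre1 expression was 27.0 ± 7.80 FPKM (SD, n = 4) in CKD mice fed a 0.2% adenine diet and 2.21 ± 0.907 FPKM (SD, n = 4) in control mice. The log2 fold change of FPKM + 1 in CKD against control mice was 3.12 (standard error 0.23, adjusted p = 2.59e-07, limma with Benjamini-Hochberg adjustment over 13148 genes). Every CKD mouse was above every control mouse (exact two-sided permutation p = 0.0286, the smallest that 4 mice against 4 allow). Most genes were higher in CKD mice in these values, with a median log2 fold change of 0.50 over all genes tested. After median-of-ratios rescaling of the mice, which brought that median to 0.012, the log2 fold change of Adgre1 was 2.66. Across the alternative settings it ran from 2.43 with quantile normalization to 3.58, and with each mouse left out in turn it ran from 2.96 to 3.30. The values are from tissue that holds all kidney cells and do not count macrophages.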

Due to the critical role of macrophages in both kidney fibrosis and iron homeostasis, we analyzed the intracellular iron status as well as oxidative stress and inflammation in kidney macrophages during CKD. Kidney tissue iron content was decreased in CKD (Figure 1C) while ferritin heavy chain (FtH) expression was induced by CKD in kidney mononuclear cells (Figure 1D). Consistent with decreased kidney iron content, kidney macrophages in CKD showed intracellular iron deficiency as indicated by lower LIP and higher transferrin receptor 1 (TfR1 or CD71) compared with control kidney macrophages (Figure 1E). This was associated with increased intracellular oxidative stress, indicated by elevated reactive oxygen species (ROS) and inducible nitric oxide synthase (iNOS) levels (Figure 1F), as well as induction of the proinflammatory cytokines IL-6, IL-1β, and TNF-α (Figure 1G) and TGF-β (Figure 1H) in kidney macrophages of CKD mice compared with controls. Interestingly, these CKD-induced phenotypic changes were not unique to kidney macrophages, as suggested by a similar pattern of LIP depletion and proinflammatory polarization of spleen macrophages in CKD compared with control mice (Supplemental Figure 3). Overall, these results indicate that CKD induces intracellular iron deficiency in macrophages associated with their proinflammatory and profibrotic activation.

### Myeloid Fth1 deletion replenishes LIP in CKD kidney macrophages and attenuates kidney fibrosis.

To better understand the pathogenic role of an altered kidney macrophage LIP versus ferritin-stored iron in kidney fibrosis, we next examined the effect of FtH suppression in macrophages by inducing CKD in myeloid specific *Fth1*-knockout mice (*Fth1*^LysM+/–^) (Figure 2 and Supplemental Figures 4–6). FtH deletion was confirmed by Western blot in cultured bone marrow–derived macrophages (BMDMs) from *Fth1*^LysM+/–^ mice compared with *Fth1*^LysM–/–^ (Supplemental Figure 4B). As expected, accumulation of ferric iron in the spleen of *Fth1*^LysM–/–^ CKD mice was reduced in *Fth1*^LysM+/–^ CKD mice (Supplemental Figure 4C) and associated with improvement of anemia (Supplemental Figure 4D). The lack of FtH ferroxidase activity, which converts reactive ferrous Fe^2+^ into inert ferric Fe^3+^, is expected to increase intracellular LIP by inhibiting iron deposition in ferritin nanocages. Indeed, myeloid *Fth1* deletion rescued intracellular iron deficiency in CKD kidney macrophages as it improved LIP and reduced TfR1 (Figure 2A). This was associated with reduced oxidative stress assessed by ROS production and lipid peroxidation (Figure 2B) and decreased production of inflammatory cytokines and TGF-β (Figure 2, C and D). *Fth1* deletion also reduced the expression of α–smooth muscle actin (α-SMA) in kidney macrophages in CKD (Figure 2D and Supplemental Figure 5), suggesting that myeloid *Fth1* deletion suppressed kidney macrophage-to-myofibroblast transition in CKD. Consequently, kidney fibrosis and kidney function, assessed by trichrome staining, urine albumin-to-creatinine ratio (ACR), blood urea nitrogen (BUN), and serum cystatin C, were improved in *Fth1*^LysM+/–^ CKD mice compared with *Fth1*^LysM–/–^ CKD mice (Figure 2, E and F). Similar differences were observed in *Fth1*^LysM+/–^ spleen macrophages compared with *Fth1*^LysM–/–^ ones in CKD mice (Supplemental Figure 6). Thus, myeloid *Fth1* deletion replenished LIP in macrophages and attenuated kidney fibrosis. These results indicate that the maintenance of LIP levels but not the stored iron in macrophages is critical for the control of macrophage-elicited inflammatory and fibrotic responses in CKD.

### Iron dextran therapy replenishes LIP in kidney macrophages and reduces their profibrotic responses in CKD.

We then tested whether therapeutic iron administration in CKD achieved beneficial effects similar to myeloid *Fth1* deletion through correction of macrophage iron status. Iron dextran was administered intraperitoneally (i.p.) weekly at the previously tested dose (0.5 g/kg) that was adequate for the correction of anemia in mice with adenine-induced CKD (8) (Figure 3A). As expected, iron therapy further increased kidney FtH expression in CKD mice (Figure 3B). Increased tissue FtH expression reflected iron accumulation in kidney tissue as revealed by histology (Figure 3C) and by the measurement of kidney tissue iron content (Figure 3D). In the tubulointerstitial compartment, iron deposition was prominent in peritubular areas. Specifically, iron accumulated in kidney macrophages, based on transmission electron microscopy (Figure 3C). Iron dextran uptake by macrophages in mice with CKD improved intracellular iron status, as indicated by expanded LIP and decreased expression of TfR1 (Figure 3E). This was associated with reduced oxidative stress, assessed by ROS and iNOS levels (Figure 3F), and reduced production of the proinflammatory cytokines IL-6, IL-1β, and TNF-α (Figure 3G), as well as TGF-β (Figure 3H). These results indicate that iron therapy, by promoting iron uptake by kidney macrophages and replenishing the intracellular LIP, corrected macrophage iron deficiency. Consistent with the effects of myeloid specific *Fth1* deletion, replenishment of LIP by iron therapy was accompanied by an attenuated proinflammatory and profibrotic activation of kidney macrophages.

### Correction of macrophage iron status by iron dextran therapy is associated with slowing CKD progression.

To examine the effects of iron therapy on CKD progression, we analyzed kidney function, histology, and expression of extracellular matrix proteins in kidney tissue in the presence or absence of iron therapy. Iron therapy improved kidney function, assessed by serum creatinine, BUN, serum cystatin C, and urine ACR (Figure 4A) and attenuated kidney fibrosis in mice with CKD, as indicated by reduced collagen deposition (Figure 4B) and reduced expression of kidney fibronectin and α-SMA in iron-treated compared with untreated CKD mice (Figure 4C). Iron therapy reduced α-SMA expression not only in whole kidney tissue but also specifically in kidney mononuclear cells (Supplemental Figure 7A) and appeared to decrease coexpression of α-SMA and F4/80 in kidney tissue (Supplemental Figure 7B), suggesting that iron dextran administration reduced kidney macrophage-to-myofibroblast transition in CKD. Treatment with iron dextran also improved body weight (Supplemental Figure 8) and anemia (Supplemental Figure 9) in mice with CKD, without altering the total leukocyte count or percentages of circulating monocytes, lymphocytes, and neutrophils (Supplemental Table 1). These data demonstrate disease-modifying effects of iron homeostasis in CKD, as iron deficiency aggravated and iron dextran administration alleviated kidney fibrosis and improved kidney function.

Since both the myeloid specific FtH deficiency and the iron therapy improved kidney fibrosis, we asked whether additional suppression of macrophage FtH in the presence of iron therapy would further attenuate kidney fibrosis. To test this, we subjected *Fth1*^LysM+/–^ and *Fth1*^LysM–/–^ CKD mice to iron therapy (Supplemental Figure 10A). Hemoglobin remained comparable in the 2 groups (Supplemental Figure 10B). Myeloid *Fth1* deletion combined with iron therapy in CKD mice resulted in further improvement of kidney function as assessed by BUN (Supplemental Figure 10C) and further reduction of kidney fibrosis as evaluated by Masson’s trichrome staining (Supplemental Figure 10D) compared with iron therapy alone, indicating a synergistic antifibrotic effect of myeloid *Fth1* deletion and iron therapy. These data also suggest that effects of iron therapy in kidney macrophages and consecutive improvement of fibrosis were not mediated by the ferritin-bound fraction of iron in macrophages.

### Correction of macrophage iron status improves kidney fibrosis in the unilateral ureteral obstruction model.

To further validate our findings, we used an additional mouse model of kidney fibrosis, the unilateral ureteral obstruction (UUO) model (Figure 5A and Supplemental Figure 11, A and B). Similar to the adenine model, kidney macrophages showed intracellular iron depletion with low LIP and elevated TfR1 in the UUO model (Figure 5B). This depletion of kidney macrophage LIP was associated with proinflammatory and profibrotic activation, characterized by induction of IL-6, IL-1β, and TGF-β (Figure 5C and Supplemental Figure 11C). Upon iron dextran administration, the pattern of iron accumulation in obstructed kidneys (Figure 5, D and E) was similar to that observed in the adenine model. Myeloid *Fth1* deletion corrected the iron status in UUO kidney macrophages and reduced their proinflammatory and profibrotic activation, as indicated by lower IL-6, IL-1β, and TGF-β levels (Supplemental Figure 12), similar to the adenine model. Thus, replenishment of macrophage LIP achieved by iron dextran administration in UUO mice had a therapeutic antifibrotic effect in the kidney, as indicated by the improved fibrosis, assessed by expression of fibronectin and α-SMA in kidney tissue (Figure 5E) and by histology (Figure 5F).

### Iron dextran therapy improves renal antioxidant response in CKD.

Because we observed enhanced ROS production by kidney macrophages in CKD and their reduction by iron therapy, we evaluated ROS implication in the proinflammatory polarization of iron-deficient macrophages. 

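RNA was taken from whole kidney tissue of 4 control mice, 4 CKD mice fed the 0.2% adenine diet for 8 weeks, and 4 CKD mice that also received weekly i.p. iron dextran at 0.5 g/kg (CKD+Fe). The libraries were made from stranded mRNA and sequenced with single-end reads, which the authors aligned with STAR. The authors deposited 1 FPKM value per protein-coding gene and mouse, scaled within each mouse by their quantifier, and Fig. 6C gives the unit of the same kind of value as RPKM. The deposited table lists 22053 rows of genes by symbol, Ensembl identifier and position, and 99.9% of the rows that could be matched overlap the same gene in the GENCODE M21 annotation of GRCm38. Read counts were not used here, so the depth in reads and the counting error of each value are unknown. The FPKM of all listed genes summed to between 607951 and 707843 in control mice, between 503438 and 603556 in CKD mice, and between 536139 and 572074 in CKD+Fe mice. The transcript of 1 gene, Kap, made up 11.2% of this total on average in control mice and 0.643% in CKD mice.

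Differential expression was tested on log2(FPKM + 1) with limma, with all 12 mice in 1 fit and a variance trend, over the 13148 genes with at least 1 FPKM in at least 4 mice. P values were two-sided, and a gene was called at a Benjamini-Hochberg adjusted p under 0.05. For single genes, 4 mice against 4 give 70 arrangements, so the smallest exact two-sided permutation p is 0.0286, and 2.86% of arrangements separate the groups completely. In CKD against control mice the median log2 fold change over all genes was 0.50, and the fold changes below are read against this shift. For CKD+Fe against CKD mice it was -0.001. The table holds 1 library per mouse and names no sequencing batch. In each group 1 mouse lay far from the others (042301 among control, 110310 among CKD and 042702 among CKD+Fe mice), with 595, 805 and 442 genes, respectively, at least 2-fold away from the rest of its group.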

To this end, we first examined effects of CKD on kidney antioxidant response and the impact of iron therapy (Figure 6A). 

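The heatmap of Fig. 6B lists 27 genes, of which 26 were matched by name to a tested gene and 1, Mirt2, was not. In CKD against control mice, 24 of the 26 had a negative log2 fold change, with a range from -3.55 (Slc22a12) to 1.10 (Mgst1) and a median of -0.81, against the median of 0.50 for all genes. Of the 24, Gstm2 and Mgst3 were positive with quantile normalization. At an adjusted p under 0.05, 20 were lower in CKD mice and 1, Mgst1, was higher. All CKD mice were below all control mice for 17 of the 26 genes. Complete separation in either direction arises in 2.86% of arrangements, but the authors chose these genes on the same mice, so that rate cannot be set against the 17. Scaling moved the count at an adjusted p under 0.05 most. With quantile normalization 14 genes were lower, and with median-of-ratios rescaling 23 were lower, while Mgst1 was higher under both.

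In CKD+Fe against CKD mice, all 26 genes had a positive log2 fold change, from 0.104 (Fth1) to 1.36 (Slc22a12) with a median of 0.52, against a median of -0.001 for all genes. Fth1 alone was negative with quantile normalization. None was past an adjusted p of 0.05, and 21 had an unadjusted p under 0.05. The adjusted p values ran from 0.104 to 0.993. With the adjustment made over the 26 genes alone, 20 were past 0.05, but the heatmap genes were chosen by the authors on these same mice. The alternative fit that moved the count most gave each mouse a weight by the scatter of its library (limma array weights), and 13 of the 26 genes then had an adjusted p under 0.05. All CKD+Fe mice were above all CKD mice for 16 of the 26 genes. The reads of several of these genes, among them the Gsta, Gstm and Gstp1 transferases, Ftl1, Fth1, Gpx4, Txn1 and Prdx1, can be shared with paralogs or pseudogenes, and how the authors' quantifier divided them is not known.

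**Figure D1:**
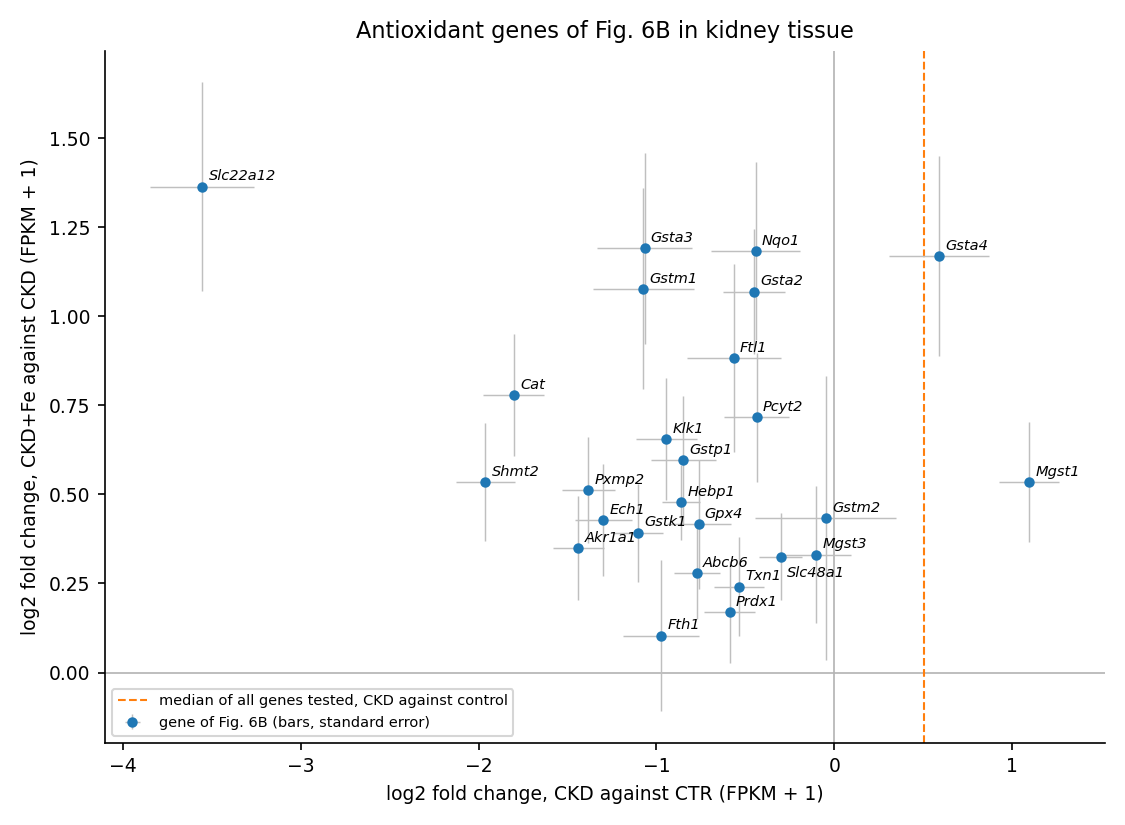
Log2 fold change of FPKM + 1 in CKD against control mice (x axis) and in CKD+Fe against CKD mice (y axis) for the 26 matched genes of Fig. 6B, with bars for the standard error (4 mice per group) and a dashed line at 0.50, the median of all genes in CKD against control mice. All 26 genes lie above 0 on the y axis, where quantile normalization puts Fth1 below 0. On the x axis 24 lie left of 0, with Gsta4 and Mgst1 to the right, where quantile normalization also puts Gstm2 and Mgst3.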

Kidney tissue RNA-sequencing data revealed that while many antioxidant genes were severely downregulated in kidney tissue of CKD mice, the expression of these genes increased in the kidney after iron dextran therapy (Figure 6B). Specifically, iron therapy induced the transcription of peroxisomal antioxidant enzymes including catalase, GSTK1, and MGST1; ferroptosis inhibitors GPX4 and MGST1; heme transporter SLC48a1 and heme binder HEBP1; as well as enzymes involved in glutathione reduction, such as GSTA2, GSTM1, and GSTM2 (Figure 6, B and C). These findings indicate that the beneficial effect of iron dextran therapy in CKD is likely mediated by its ability to counteract the toxic effect of CKD-driven ROS through the induction of kidney antioxidant response, which is severely suppressed in this condition.

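The values of Gstk1, Mgst1, Gpx4, Slc48a1, Gsta2 and Gstm2 in each mouse are given here. Adjusted p values are from limma over all genes tested. Gstk1 (ENSMUSG00000029864, chromosome 6 from 42245935 to 42250447) was 102 ± 10.1 FPKM (SD, n = 4) in control, 47.3 ± 6.45 FPKM in CKD and 62.4 ± 8.10 FPKM in CKD+Fe mice. Its log2 fold change was -1.10 in CKD (adjusted p = 1.52e-05) and 0.39 with iron (standard error 0.14, adjusted p = 0.648). Mgst1 (ENSMUSG00000008540, chromosome 6 from 138140316 to 138156755) was 112 ± 16.0 FPKM in control, 242 ± 37.8 FPKM in CKD and 352 ± 69.3 FPKM in CKD+Fe mice. It rose in CKD by a log2 fold change of 1.10 (adjusted p = 8.69e-05), or 0.52 after median-of-ratios rescaling, and with iron by 0.54 (standard error 0.17, adjusted p = 0.509). Gpx4 (ENSMUSG00000075706, chromosome 10 from 80047166 to 80056439) was 1539 ± 239 FPKM in control, 914 ± 203 FPKM in CKD and 1201 ± 81.8 FPKM in CKD+Fe mice, with a log2 fold change of -0.76 in CKD (adjusted p = 0.00207) and 0.42 with iron (standard error 0.18, adjusted p = 0.8).

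Slc48a1 (ENSMUSG00000081534, chromosome 15 from 97784355 to 97792692) was 94.1 ± 9.42 FPKM in control, 76.0 ± 4.40 FPKM in CKD and 95.9 ± 11.1 FPKM in CKD+Fe mice. Its log2 fold change in CKD was -0.30 (adjusted p = 0.0408), and its adjusted p was above 0.05 in 6 of the 8 fits that each left out a mouse, with only the 2 groups compared and with quantile normalization (log2 fold change -0.188, adjusted p = 0.17). With iron it was 0.33 (standard error 0.12, adjusted p = 0.705). Gsta2 (ENSMUSG00000057933, chromosome 9 from 78331018 to 78355788) was 199 ± 16.7 FPKM in control, 147 ± 28.3 FPKM in CKD and 312 ± 69.5 FPKM in CKD+Fe mice. It fell by 0.45 on the log2 scale in CKD (adjusted p = 0.0351), but in 5 of the 8 fits that each left out a mouse the adjusted p was above 0.05 (up to 0.101), and with quantile normalization the log2 fold change was -0.0776 (adjusted p = 0.78). With iron Gsta2 rose by 1.07 (standard error 0.18, adjusted p = 0.104). Gstm2 (ENSMUSG00000040562, chromosome 3 from 107981702 to 107986453) was 90.1 ± 86.7 FPKM in control, 66.5 ± 9.09 FPKM in CKD and 89.8 ± 6.79 FPKM in CKD+Fe mice. Control mouse 042301 alone had 219 FPKM. The log2 fold change of Gstm2 was -0.05 in CKD (adjusted p = 0.92), or 0.51 (adjusted p = 0.0136) without that mouse, and 0.43 with iron (standard error 0.40, adjusted p = 0.964). The 0.51 is near the median of 0.50 for all genes. For Mgst1, Slc48a1, Gsta2 and Gstm2 every CKD+Fe mouse was above every CKD mouse (exact two-sided permutation p = 0.0286). The exact p was 0.0571 for Gstk1 and 0.0857 for Gpx4, whose groups overlapped. With array weights the adjusted p for the iron change was 0.0099 for Gsta2 and between 0.0732 and 0.26 for the other five genes.

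**Figure D2:**
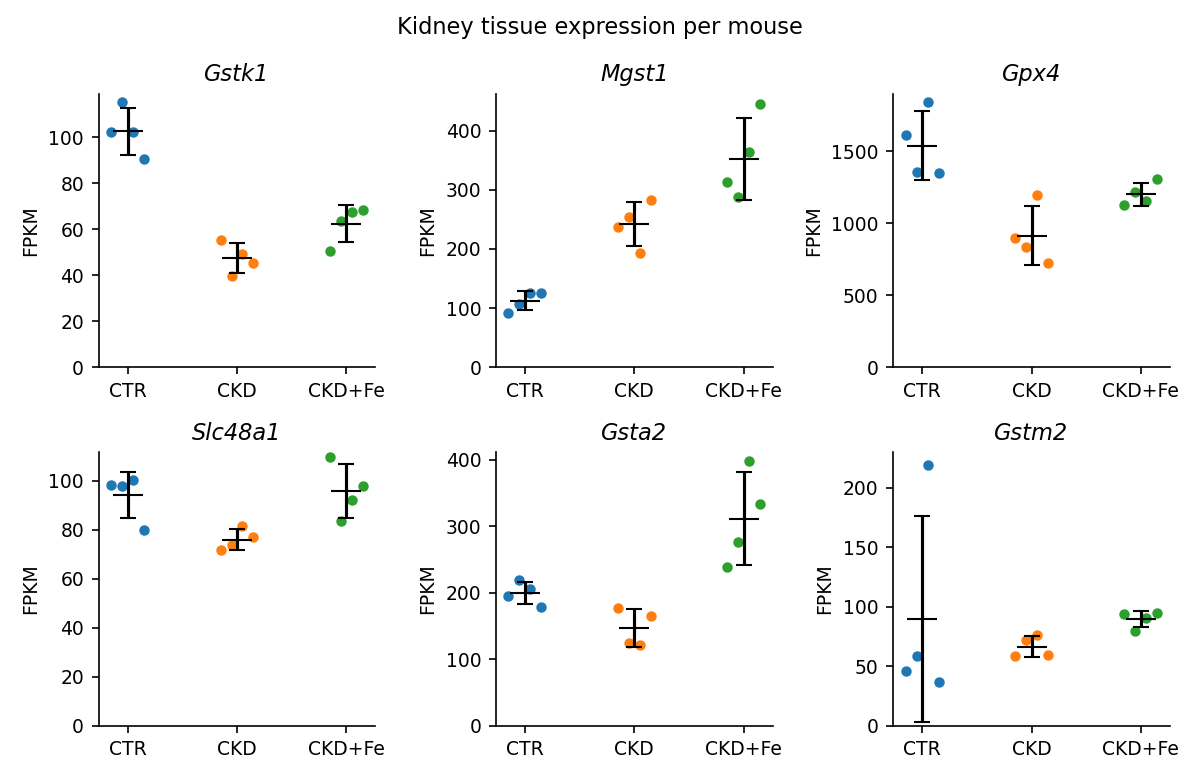
FPKM of Gstk1, Mgst1, Gpx4, Slc48a1, Gsta2 and Gstm2 in each control (CTR), CKD and CKD+Fe mouse, 1 point per mouse and 4 per group, with the mean and SD as bars. Mgst1 averages 112 FPKM in control and 242 FPKM in CKD mice, whereas Gstk1 falls from 102 to 47.3 FPKM, and a single control mouse sets the wide spread of Gstm2.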

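To put both changes on 1 scale per mouse, log2(FPKM + 1) was averaged over 75 genes of the antioxidant enzyme families. These are the genes that were matched and passed the expression filter out of a list of 82 written from general knowledge before the data were examined. Some of them, such as Cat, Gsta2, Gstm1 and Nqo1, are also in the heatmap, whose genes the authors chose on these same mice. The mean was 6.18 ± 0.093 (SD, n = 4) in control, 6.02 ± 0.083 in CKD and 6.29 ± 0.039 in CKD+Fe mice. CKD mice were lower than control mice by a difference of -0.157 (exact two-sided permutation p = 0.0571), while the median of all genes moved by 0.50 in the other direction. After median-of-ratios rescaling the difference was -0.694 (exact permutation p = 0.0286). CKD+Fe mice were higher than CKD mice by 0.266, with all 4 above every CKD mouse (exact permutation p = 0.0286). After rescaling the difference with iron was 0.273 (exact permutation p = 0.0571). Adjusted over the 18 comparisons of list means that were made, the p values as deposited were 0.128 in CKD and 0.074 with iron, where 0.074 is the adjusted value of every comparison at the smallest exact p. Over the 29 proximal tubule genes tested, the mean fell by 1.95 in CKD (exact permutation p = 0.0286) and differed by 0.388 with iron (exact permutation p = 0.286). From the lower expression of antioxidant genes in CKD and their increase after iron dextran, the paper proposes that iron therapy counteracts the toxic effect of CKD-driven ROS by inducing the antioxidant response of the kidney, which CKD suppresses.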

To further evaluate the involvement of ROS in macrophage activation in the adenine model of CKD, we subjected CKD mice to the administration of vitamin E (α-tocopherol), an antioxidant (Figure 6D). While vitamin E did not change systemic (Supplemental Figure 13B) or kidney macrophage-specific iron status (Figure 6E), its ability to reduce CKD-induced ROS production (Figure 6F) was associated with reduced inflammatory cytokine levels in kidney macrophages (Figure 6G, Supplemental Figure 13C) and improved kidney function (Figure 6H), in a manner comparable to that obtained through iron therapy (Figure 3). Overall, these data suggest that macrophage iron deficiency induces inflammatory and fibrotic cell activation through inappropriate antioxidant response and ROS elevation; the latter can be corrected by iron dextran or antioxidant administration.

### Iron inhibits the profibrotic response of macrophages to TGF-β in vitro.

Our in vivo data indicated that iron therapy mitigated kidney fibrosis. While this effect can be attributed to iron-mediated reduction of TGF-β production by kidney macrophages, we sought to examine whether iron also affects the profibrotic response of macrophages to TGF-β. To test this, we exposed murine BMDMs to iron for 20 hours in the presence or absence of TGF-β1 stimulation (5 ng/mL). BMDMs exposed to iron displayed intracellular iron accumulation, as demonstrated by Perls staining (Figure 7A) and FtH induction, the latter more pronounced in the presence of TGF-β1 stimulation (Figure 7B). Interestingly, TGF-β1 alone induced FtH in BMDMs but reduced their LIP (Supplemental Figure 14), suggesting that FtH activation contributes to macrophage iron depletion in CKD. While TGF-β1 alone induced fibronectin expression in BMDMs, coexposure with iron significantly attenuated fibronectin induction (Figure 7C). iNOS expression was induced by TGF-β1 and reduced to basal level by cotreatment with iron (Figure 7C). These data indicate that iron exposure alleviates the profibrotic response of macrophages to TGF-β.

### Adoptive transfer of iron-loaded macrophages mitigates kidney fibrosis.

Our findings indicate that iron loading attenuates the proinflammatory and profibrotic properties of kidney macrophages in CKD (Figure 7). To further evaluate the therapeutic potential of iron loading in macrophages against kidney fibrosis, we performed adoptive transfer of iron-loaded macrophages in mice subjected to UUO (Figure 8A and Supplemental Figure 15A). CD45.1^+^ BMDMs were pretreated with 25 μM ferric ammonium citrate for 20 hours. No reduction of cell viability after iron exposure was observed (Figure 8B). CD45.2^+^ recipient mice received either control or iron-loaded CD45.1^+^ BMDMs 1 hour after UUO by intravenous (i.v.) infusion. Flow cytometry analysis of kidney single-cell suspensions from UUO kidneys demonstrated infiltration of kidney tissues by CD45.1^+^ macrophages following adoptive transfer (Figure 8C). This was confirmed by immunofluorescence staining of CD45.1^+^ F4/80^+^ macrophages in kidney tissues (Supplemental Figure 15B). Kidney fibrosis was attenuated in UUO kidneys of mice receiving iron-loaded compared with control macrophages, as indicated by reduced collagen deposition (Masson’s trichrome staining, Figure 8D). Accordingly, kidney expression of TGF-β and fibronectin (Figure 8E) was reduced by adoptive transfer of iron-loaded compared with control macrophages. These results highlight the protective effect of iron-loaded macrophages against kidney fibrosis in CKD and the therapeutic potential of targeting macrophage iron depletion to alleviate CKD progression.

## Discussion

In this study, we identified depletion of LIP in kidney macrophages as a driver of their pro-oxidative, proinflammatory, and profibrotic responses in CKD (Figure 9). Furthermore, we demonstrated that replenishment of intracellular iron levels in kidney macrophages by either therapeutic administration of iron dextran or myeloid lineage–specific deletion of *Fth1* attenuated kidney fibrosis. Thus, correction of intracellular iron deficiency of kidney macrophages appears as a promising therapeutic strategy to alleviate kidney fibrosis and slow CKD progression. We (8) and others (9, 10) have recently reported that selected iron preparations attenuate progression of experimental CKD. This was in some contrast with earlier studies that highlighted potential tubular toxicity of iron (24, 25). However, tubular cytotoxicity profile varies greatly depending on the type of iron formulation. While iron sucrose or iron gluconate has potent cytotoxicity, and could induce proximal tubular injury, iron dextran or iron oligosaccharide does not exhibit tubular nephrotoxicity (26). In the present study, weekly injections of iron dextran attenuated disease progression in 2 mouse models of kidney fibrosis. A similar improvement in kidney function was previously reported after a single injection of iron dextran in the 5/6-nephrectomy rat model of CKD (27).

Macrophages play an important role in kidney fibrosis (12) and, at the same time, are critical for the maintenance of systemic iron homeostasis (18), which is severely altered in CKD (6, 28). Our analysis demonstrated that in CKD, kidney macrophages develop intracellular iron deficiency, as indicated by the depletion of LIP and overexpression of TfR1. Hepcidin-induced systemic hypoferremia and elevation of myeloid FtH likely both contributed to LIP depletion in kidney macrophages in CKD. Importantly, LIP depletion was associated with induction of ROS and increased production of proinflammatory cytokines, TGF-β, and α-SMA by kidney macrophages, suggesting that macrophage iron deficiency is a major driver of proinflammatory and profibrotic behavior of these cells in CKD. Interestingly, kidney macrophages that express myofibroblast markers like α-SMA were recently shown to play an important signaling role in kidney fibrosis, while they may not be producing matrix (29).

Recent literature has challenged the outdated concept of cellular LIP being always directly associated with oxidative stress (30). CKD is a pro-oxidative condition and oxidative stress has been implicated in disease progression in patients with CKD (31, 32). While it is well known that iron excess can induce oxidative stress, iron deficiency leads to oxidative stress as well (33). The presence of anemia and iron deficiency increases the risk of oxidative stress in patients with CKD (34, 35). This phenomenon can be explained by the essential role of iron as a cofactor in many antioxidant enzymes (e.g., catalase). Our data suggest that the reduced LIP promotes oxidative stress in kidney macrophages by blunting their antioxidant response, either through impaired function of iron-containing antioxidant enzymes or due to limited transcriptional induction of antioxidant genes (35). 

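In the RNA sequencing of whole kidney tissue from 4 CKD and 4 control mice, 75 genes of the antioxidant families were tested, among them the superoxide dismutases, glutathione peroxidases, peroxiredoxins, thioredoxins, glutathione transferases and metallothioneins. At an adjusted p under 0.05 (limma), 33 of the 75 were lower in CKD mice and 20 were higher. The log2 fold changes ran from -2.33 (Ggt1) to 3.32 (Mt2) with a median of -0.26, and 58 of the 75 lay below the median of all genes. All CKD mice were below all control mice for 28 genes and above them for 17. The 20 genes that were higher were Mgst1, Mgst2, Gpx7, Gpx8, Prdx4, Srxn1, Sesn1, Sesn3, Msrb3, Gsta1, Gstm6, Gsto1, BC021614, Slc7a11, Sepw1, Aifm2, Pon2, Pon3, Mt1 and Mt2. Of these, Slc7a11, Mgst2, Gsta1 and BC021614 were under 1 FPKM in every control mouse. Gsta1, Aifm2 and Prdx4 lost the call in 5 of the 8 fits that each left out a mouse. Median-of-ratios rescaling moved the counts most, to 48 lower and 13 higher, all 13 among the 20. Mgst2, Prdx4, Srxn1, Gsta1, Sepw1, Aifm2 and Pon2 were then no longer called. Separately, quantile normalization gave 29 lower and 13 higher. Only 11 of the latter 13 were among the 20. The other two were Gpx3, which was lower as deposited (log2 fold change -0.927) and higher with quantile normalization (0.643, adjusted p = 0.0087), and Prdx2, which was near 0 as deposited (0.032). Among the genes that were lower under every scaling, the log2 fold change as deposited was -1.66 for Sod1, -1.26 for Sod2, -1.71 for Sod3 and -1.64 for Gclm.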

In line with this, our kidney RNA sequencing demonstrated suppression of genes involved in antioxidant pathways in CKD mice. We and others have previously reported that ROS are the major mediators of macrophage inflammatory activation, which could explain the proinflammatory profile of kidney macrophages in CKD (36, 37). Indeed, treatment with the antioxidant vitamin E in our CKD model attenuated macrophage proinflammatory activation with beneficial effects on the kidney function.

To better understand the mechanistic role of depleted kidney macrophage LIP in kidney fibrosis, we used myeloid *Fth1* deletion to replenish macrophage LIP, without expanding ferritin-bound iron stores. The lack of the ferroxidase activity of FtH suppressed the accumulation of iron in ferritin, attenuating LIP depletion. This resulted in the attenuation of macrophage-derived proinflammatory and profibrotic responses and thus, an overall improvement of kidney function and fibrosis, which is further ameliorated by the combination with iron therapy. This was consistent with the study of Bolisetty et al., where myeloid *Fth1* deletion ameliorated acute kidney injury to CKD progression (38). Importantly, these observations suggest that the maintenance of physiological LIP levels in kidney macrophages, and not the stored (ferritin-bound) iron, is crucial to ensure a proper antioxidant response in the pro-oxidant CKD milieu, which is otherwise compromised when the regulatory LIP is depleted. Accordingly, myeloid FtH activity appears to be inappropriately elevated in the presence of reduced LIP, and deletion of *Fth1* in macrophages may have a therapeutic benefit in CKD.

The ability of iron to alter macrophage behavior in non-CKD settings is well established, though specific effects of iron on macrophage phenotype are largely determined by the microenvironment and the specific iron source (39). In hemolytic conditions, heme/iron-activated proinflammatory macrophages exert profibrotic and antihealing actions (36, 37, 40). In the tumor microenvironment, macrophages with protumor antiinflammatory properties are skewed by iron toward a proinflammatory phenotype with antitumoral activity (41–43). Iron accumulation in macrophages also plays a role in atherosclerosis, through excessive VEGF production and plaque instability (44, 45). In contrast, the present work shows that iron therapy alleviates rather than aggravates the proinflammatory and profibrotic skewing of kidney macrophages induced by CKD, in apparent contrast with previous observations of proinflammatory effects of iron in macrophages in other conditions. The observation that CKD is associated with intracellular iron deficiency in kidney macrophages reconciles these potentially novel findings with the previously described proinflammatory role of iron on macrophages in other pathologic conditions. In CKD, therapeutic iron dextran administration replenishes the depleted intracellular LIP, which in turn induces the antioxidant response, reduces ROS levels and inflammation, and ultimately attenuates kidney fibrosis. We also showed that iron exposure dampens the profibrotic response of macrophages to TGF-β stimulation, adding mechanistic insight into the antifibrotic action of iron therapy. Furthermore, our adoptive transfer of iron-loaded macrophages demonstrated the therapeutic potential of these cells for kidney fibrosis. This was in line with the recent report of Vaugier et al. showing that transfer of iron-loaded macrophages protected mice from ischemia/reperfusion injury (46).

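Of the 75 antioxidant family genes tested, 59 had a positive log2 fold change in CKD+Fe against CKD mice and 16 a negative one, the same numbers as after median-of-ratios rescaling, with a range from -0.34 to 2.00 and a median of 0.23. None was past an adjusted p of 0.05 over all genes tested in either direction (limma, 4 mice per group), and 14 had an unadjusted p under 0.05, all of them higher in CKD+Fe mice. With the adjustment made over the 75 genes alone, 6 were higher in CKD+Fe mice. For 9 genes every CKD+Fe mouse was above every CKD mouse, and for none was every CKD+Fe mouse below. At an adjusted p under 0.5, 7 genes were higher. Array weights, the alternative fit that moved the count most, also gave 7 genes at an adjusted p under 0.05. In each of these settings the 7 were Cat, Gstp1, Gsta2, Gsta3, Gsta4, Gstm1 and Nqo1. All of them are also in the heatmap, so no gene outside the authors' own choice passed in either setting. The 47 antioxidant genes with a negative log2 fold change in CKD had a mean log2 change of 0.323 with iron, averaged over genes that rose and genes, such as Gpx1, that did not. Genes outside the list with a similar level in control mice and a similar change in CKD, 20 for each antioxidant gene, had a mean of 0.166. The difference of 0.157 had an exact permutation p of 0.0286 over arrangements of the 8 mice, with the matching made on the real groups. When the genes and their matches were chosen again in each of the 70 arrangements, the highest other difference was 0.144 (exact permutation p = 0.0143). Both tests were chosen after the results were seen. Some of the genes, such as Cat and Gsta2, are also in the heatmap, whose genes the authors chose on these same mice. That choice may favor the real arrangement over the others.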

Our RNA-sequencing data showed a significantly increased expression of numerous antioxidant genes in the kidney following iron therapy in CKD. 

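Gstm1 (ENSMUSG00000058135) lies on chromosome 3 of GRCm38 from 108012255 to 108017973, near Gstm2 and other genes of the same family with which its reads can be shared. Its expression in whole kidney tissue was 704 ± 363 FPKM (SD, n = 4) in control mice, 313 ± 75.3 FPKM (SD, n = 4) in CKD mice and 653 ± 93.8 FPKM (SD, n = 4) in CKD+Fe mice. The wide spread in control mice came from mouse 042301, with 1232 FPKM. Between CKD and control mice the log2 fold change was -1.07 (standard error 0.28, adjusted p = 0.00421, limma over all genes tested), although the groups overlapped (exact two-sided permutation p = 0.0571). Between CKD+Fe and CKD mice it was 1.08 (standard error 0.28, adjusted p = 0.4 and unadjusted p = 0.00196, limma), and every CKD+Fe mouse was above every CKD mouse (exact permutation p = 0.0286). With array weights the adjusted p for the iron change was 0.0174, within a range from 0.0174 to 0.536 over the alternative fits. With each mouse left out in turn the log2 fold change with iron stayed between 0.95 and 1.22. The adjusted p of these fits ran from 0.203 to 0.999.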

For example, iron therapy upregulated *Gstm1*, a gene deficiency of which was recently linked to CKD progression in mouse models (47) and in large human cohorts (48, 49). Interestingly, while iron is traditionally regarded as a therapeutic agent with pro-oxidative potential (largely based on the assessment of oxidative status shortly after iron administration rather than long-term effects), several other studies in addition to ours documented improvement of oxidative stress following iron therapy in CKD. Indeed, Nuhu et al. showed that i.v. iron therapy with ferumoxytol improves systemic glutathione peroxidase activity in 5/6-nephrectomized rats (50). In the recent randomized IRON-CKD trial, systemic oxidative stress measured as thiobarbituric acid–reactive substances was reduced 1 month after injection of iron dextran or ferric derisomaltose in patients with predialysis CKD (51). These effects are likely associated with the ability of iron to boost the antioxidant response when it is suppressed or defective, such as in the setting of intracellular LIP deficiency.

Taken together, our data suggest that both systemic hypoferremia and ferritin induction in CKD contribute to the depletion of LIP in macrophages, resulting in their profibrotic activation. Interestingly, while iron therapy partially corrected macrophage LIP, it also resulted in a marked enlargement of the metabolically inactive ferritin-bound iron pool. This suggests that the pathologic activation of ferritin in CKD likely contributes to LIP reduction in favor of iron storage, which expands our understanding of the limited efficacy of systemic iron therapy in CKD, and calls for novel therapeutic strategies, possibly targeting the disrupted balance between labile and stored intracellular iron. It would also be of interest to assess the effect of other modalities of iron therapy, including oral iron agents commonly used in patients with CKD on kidney macrophage function and kidney fibrosis.

Our findings also unveil a new level of regulation of macrophage polarization status by iron, specifically by the LIP. In CKD, depletion of macrophage LIP triggers a defective antioxidant response and ROS accumulation, which likely contributes to cell switching toward a proinflammatory phenotype. Thus, our previous (36, 37) and current data support the concept that both extremes of intracellular iron balance, iron overload and deficiency (high and low LIP, respectively), induce macrophage inflammatory skewing through excessive ROS formation, in the first condition due to excess of catalytic iron, and in the second due to inadequate antioxidant response. Based on these findings, an evaluation of the effects that various iron preparations/regimens may have on kidney fibrosis, disease progression, and macrophage behavior in patients with CKD is warranted.

Several novel erythropoiesis-independent implications of iron therapy in CKD have emerged in recent years (6). Our study highlights a potentially novel “off-target” effect of parenteral iron therapy in CKD, which can be exploited as a therapeutic opportunity to slow disease progression. Specifically, our findings demonstrate that parenteral administration of iron dextran has disease-modifying properties and slows the progression of experimental CKD. This is mediated by repletion of macrophage intracellular LIP, which decreases oxidative stress and production of proinflammatory cytokines and TGF-β, thus alleviating kidney fibrosis.

## Methods

### Mice and CKD model.

Mice were housed and bred in the Weill Cornell Medicine animal facility. C57BL/6 mice were purchased from The Jackson Laboratory. Mice were fed 0.2% adenine diet (Envigo Teklad TD.140290) from 8 to 16 weeks of age to induce CKD as previously described (8). This model induces CKD and renal anemia that closely resemble changes in patients with CKD (52, 53). Wild-type mice were randomly assigned to the following groups: controls, CKD with no treatment, and CKD receiving i.p. iron dextran [a complex of ferric hydroxide, Fe(OH)_3_ and low molecular–weight (10,000) dextran, MilliporeSigma D8517] weekly, 0.5 g/kg/dose. Control mice received a diet identical to CKD mice but without adenine (Envigo Teklad TD.130898). Control and iron-untreated CKD mice received weekly i.p. injections of PBS. A separate group of mice received i.p. injections of α-tocopherol (vitamin E) 200 mg/kg every third day throughout the experimental period. At the end of the experimental period, mice were euthanized via pentobarbital injection.

*Fth1*^fl/fl^ mice (The Jackson Laboratory stock 018063) were bred with LysM-Cre mice (The Jackson Laboratory stock 004781) to generate LysM-Cre^+^ *Fth1*^fl/fl^ (*Fth1*^LysM+/–^) and LysM-Cre^–^ *Fth1*^fl/fl^ (*Fth1*^LysM–/–^) littermates, provided to us by Suzanne Cloonan and Bill Zhang (Weill Cornell Medicine, New York, New York, USA). Ablation of Fth1 in myeloid cells was confirmed by Western blot of BMDMs obtained from *Fth1*^LysM+/–^ mice. CKD was induced in *Fth1*^LysM+/–^ and *Fth1*^LysM–/–^ mice with adenine similar to wild-type mice. A subgroup of *Fth1*^LysM+/–^ mice received weekly i.p. injections of iron dextran, 50 mg/kg/dose. This iron dextran dose was lower than the dose used in experiments employing only wild-type mice. The dose of iron dextran used in iron therapy experiments utilizing only wild-type mice was lethal in *Fth1*^LysM+/–^ mice.

Mice expressing CD45.1 allele were purchased from The Jackson Laboratory (stock 002014) and used for macrophage adoptive transfer experiments. Wild-type C57BL/6 strains expressed the CD45.2 allele.

### Surgical protocol.

UUO was performed as previously described (17). In brief, mice were anesthetized by an i.p. injection of ketamine/xylazine solution (100:10 mg/kg). Mice then were subjected to a dorsal lumbar incision; the left ureter was isolated and ligated 3–5 mm below its origin. Sham-operated mice had their ureters exposed but not ligated. The flank incision was closed with 4-0 silk sutures. In 7 days, mice were re-anesthetized for kidney harvesting and euthanasia.

### Biochemistry and blood counts.

Blood was collected from the inferior vena cava at euthanasia. BUN was measured on the Beckman Coulter AU 680 analyzer. Blood counts were performed on the IDEXX Procyte DX analyzer. Both procedures were performed with the assistance of the Weill Cornell Medicine Laboratory of Comparative Pathology. Serum iron levels were measured using SFBC kits (Biolabo) following manufacturer’s instructions. We used ELISA to measure serum cystatin C (R&D Systems, Bio-Techne), serum soluble TfR (MyBioSource), and urine albumin (Abcam) following manufacturers’ instructions.

### Histology and immunohistochemistry.

Mouse kidney and spleen samples were fixed in 4% paraformaldehyde (Santa Cruz Biotechnology) overnight. After washing in fresh PBS, fixed tissues were dehydrated, cleared, and embedded in paraffin. Paraffin blocks were cut into 5 μm thick sections, which were placed on positively charged slides, deparaffinized, and stained with Masson’s trichrome to assess collagen deposition in kidney fibrosis and Perls Prussian blue to visualize ferric iron. Kidney fibrosis was quantified as percentage of midsagittal kidney sections affected by interstitial fibrosis. Immunofluorescence staining was performed on frozen kidney sections using BM8 anti-F4/80 (eBioscience, Thermo Fisher Scientific, 14-4801-82) and anti-CD45.1 (Abcam ab25348) antibody. Immunohistochemistry staining using the same anti-F4/80 antibodies of 4% paraformaldehyde-fixed, paraffin-embedded kidney samples was performed using standard protocols as previously described (54). Briefly, sections were subjected to steam boiling (catalog IW-1102; IHC World) for 30 minutes in antigen retrieval buffer (pH 6.0). Slides were incubated with blocking buffer, followed by Avidin D and Biotin blocking reagent (Vector Laboratories). Kidney sections with anti-F4/80 antibodies were incubated overnight at 4°C. Sections were developed with Vectastain ABC kit (Vector Laboratories PK4001) followed by hematoxylin staining (Vector Laboratories H3401).

### Transmission electron microscopy.

Kidney tissues were fixed with 2.5% glutaraldehyde (MilliporeSigma), 4% paraformaldehyde (Santa Cruz Biotechnology Inc.), and 0.02% picric acid in 0.1 M sodium cacodylate buffer (MilliporeSigma) at pH 7.2 for overnight at 4°C. Tissues were washed twice with 0.1 M sodium cacodylate buffer. Following a secondary fixation in 1% osmium tetroxide and 1.5% potassium ferrocyanide (MilliporeSigma), the samples were dehydrated through a series of graded ethanol (Thermo Fisher Scientific) and embedded in an EPON analog resin (MilliporeSigma). Ultrathin sections were cut using Accu-Edge high-profile blades (Sakura, 4685) on a Microm HM 355S (Thermo Fisher Scientific). Sections were placed on the copper grids, contrasted with lead citrate, and captured on the electron microscope (JEM 1400, JEOL). Images were recorded with the associated digital camera (Veleta 2K, Olympus-SIS).

### Western blot.

Kidney tissues and BMDMs were harvested in tissue extraction (Thermo Fisher Scientific, 78510) and mammalian protein extraction (Thermo Fisher Scientific, 78501) buffers, respectively, containing protease inhibitor cocktail (Thermo Fisher Scientific, 78441). Kidney mononuclear cells were harvested in RIPA buffer (Thermo Fisher Scientific 89901). Protein concentrations were determined using the BCA assay (Thermo Fisher Scientific 78441). Protein extracts (both cellular and tissue homogenates) were subjected to SDS-PAGE separation on a 10% Criterion TGX Precast Gels gel electrophoretic system (Bio-Rad). Proteins were electroblotted onto PVDF membranes (Bio-Rad). After transfer, nonspecific binding was prevented using 5% skim milk (Santa Cruz Biotechnology) or 5% BSA in 0.1% TBS-Tween (Bio-Rad). The blots were incubated with anti-fibronectin (Abcam ab2413), anti-ferritin heavy chain 1 (Cell Signaling Technology 3998 and Abcam Ab183781), anti–α–SMA (Abcam ab5694), anti–TGF-β (Cell Signaling Technology 3711), anti-F4/80 (sc-377009), anti-iNOS (Abcam ab3523), anti-GAPDH (Cell Signaling Technology 2118), and anti–β-actin (MilliporeSigma A2228) overnight at 4°C. The blots were then washed and incubated for 1 hour, at room temperature, with individual secondary antibodies (anti-rabbit IgG HRP-linked antibody, Cell Signaling Technology 7074S, and anti-mouse IgG HRP-linked antibody, Cell Signaling Technology 7076S) accordingly. Bands were detected using an enhanced chemiluminescence detection system (Bio-Rad). The detected bands were quantified by densitometry through ImageJ 1.41 software (NIH).

### RNA isolation and RNA sequencing.

Total RNA was extracted from whole kidney tissues using RNeasy Micro Kit (catalog number 74004; QIAGEN) according to the manufacturer’s instructions. Following RNA isolation, total RNA integrity was checked using a 2100 Bioanalyzer (Agilent Technologies). RNA concentration was measured using the NanoDrop system (Thermo Fisher Scientific). Preparation of RNA sample library and RNA sequencing were performed by the Genomics Resources Core Facility at Weill Cornell Medicine. mRNA was prepared using TruSeq Stranded mRNA Sample Library Preparation kit (Illumina). The normalized cDNA libraries were pooled and sequenced on an Illumina HiSeq4000 sequencer with single-end 50 cycles and analyzed using STAR (V2.5.2) and DESeq2 package. 

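With limma on log2(FPKM + 1) and an adjusted p under 0.05, 7181 genes were higher and 1748 lower in CKD than in control mice, so that 80.4% of the genes called were higher. This share depended on the scaling between mice. It was 49.5% after median-of-ratios rescaling (3781 higher, 3856 lower) and 47.6% after quantile normalization (3061 higher, 3364 lower). Against control mice, CKD+Fe mice had 7159 genes higher and 1442 lower, which became 3636 and 3618 after rescaling and 2603 and 2966 after quantile normalization. Between CKD+Fe and CKD mice, 1 gene was higher and none was lower, with 431 higher and 359 lower at an unadjusted p under 0.05. The 1 gene was Fabp1 (ENSMUSG00000054422, chromosome 6 from 71199827 to 71205023), at 3.10 ± 2.00 FPKM (SD, n = 4) in CKD and 41.1 ± 24.8 FPKM (SD, n = 4) in CKD+Fe mice. Its log2 fold change was 3.30 (standard error 0.42, adjusted p = 0.0284), and the adjusted p reached 0.297 in the alternative fits. At an adjusted p under 0.5, 92 genes were higher and 72 lower in CKD+Fe than in CKD mice, and 9083 were higher and 2681 lower in CKD than in control mice.

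**Figure D3:**
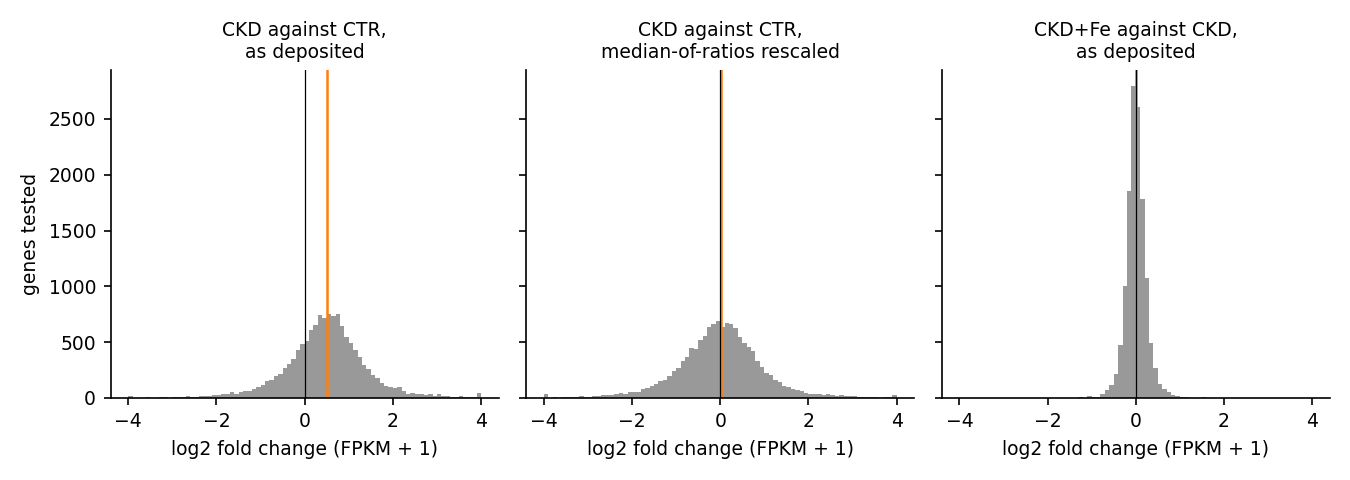
Number of genes tested (y axis) by log2 fold change of FPKM + 1 (x axis) in CKD against control (CTR) mice as deposited, the same after median-of-ratios rescaling, and in CKD+Fe against CKD mice as deposited, with a black line at 0 and an orange line at the median. The median is 0.50 as deposited and 0.012 after rescaling in CKD against control mice, and -0.001 in CKD+Fe against CKD mice.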

Normalized read counts were tested with DESeq for differential gene expression against control samples using an adjusted *P* value cutoff of 0.5. RNA-sequencing data were deposited into the NCBI’s Gene Expression Omnibus database (accession number GSE221598).

### Cell culture and adoptive transfer of macrophages.

Bone marrow cells from C57BL/6 wild-type, *Fth1*^LysM+/–^, and CD45.1^+^ mutant mice were isolated from femurs and differentiated into macrophages after culturing at 10^6^ cells/mL for 7 days in DMEM (MilliporeSigma) supplemented with 10 mM glutamine, 25 mM HEPES, 100 U/mL penicillin, and 100 μg/mL streptomycin (all from Gibco, Thermo Fisher Scientific), plus 10% fetal bovine serum (Thermo Fisher Scientific) and monocyte colony-stimulating factor (10 ng/mL; Stemcell Technologies). After differentiation, cells were treated with TGF-β1 (5 ng/mL; R&D Systems, Bio-Techne) with and without ferric ammonium citrate (25 μM, MilliporeSigma) for 20 hours. Cells were then processed for protein extraction and Western blot.

In separate experiments, BMDMs obtained from CD45.1^+^ mice (with and without iron loading) were administered i.v. by retro-orbital injection (5 × 10^6^ cells per mouse) to the wild-type (CD45.2^+^) mice 1 hour after UUO.

### Flow cytometry.

Kidney macrophages were analyzed for levels of cytokines, ROS, and LIP by flow cytometry. Kidneys were digested with a buffer containing collagenase and mechanically disrupted. The cell suspension was forced through a 100 μm cell strainer (Falcon, Corning) and depleted of red blood cells (RBC) with RBC lysis solution (Thermo Fisher Scientific) when needed. Afterward, the cell suspension was centrifuged at 1,700 rpm 5 minutes at 4°C and stained for flow cytometry. Cells were incubated with Fc-γ receptor blocking solution (CD16/32) (Invitrogen, Thermo Fisher Scientific, MFCR004) and stained with antibodies against CD45, Ly6G, CD11b, CD11c, MHCII, CD64, and CD24 and live/dead stain 7AAD (BioLegend). Kidney macrophages were identified among CD45^+^Ly6G^–^ cells as CD11b^+^CD64^+^CD24^–^. For surface staining, live cells were stained with antibodies against CD71 (TfR1) and CD206 for 30 minutes at 4°C. For intracellular staining, cells previously stained for macrophage-specific surface markers, as described above, were fixed and permeabilized in perm/wash solution (eBioscience, Thermo Fisher Scientific) according to manufacturer’s instruction and then stained in Permeabilization Buffer (eBioscience, Thermo Fisher Scientific). Intracellular staining was performed using antibodies against IL-6, TNF-α, IL-1β, iNOS, and TGF-β. Cells unstained and/or stained with antibody isotypes were used as controls. For LIP and ROS staining, cells previously stained for macrophage-specific surface markers, as described above, were freshly stained with FerroOrange (MilliporeSigma) and CellROX (Thermo Fisher Scientific), respectively, for 30 minutes at room temperature. Data were acquired by FACSymphony flow cytometer (BD Biosciences), and analysis was performed using FlowJo software (BD Biosciences). The levels of cytokines, CD206, iNOS, LIP, and CD71 ROS are shown in MFI as a fold change to the control condition.

Antibodies and fluorochromes used for the analysis of kidney macrophages are shown in Supplemental Table 2.

### Statistics.

Data were reported as mean ± SEM except where noted. One-way ANOVA was used for the analysis of differences among more than 2 groups with Tukey’s post hoc test. The differences between 2 groups were assessed with 2-tailed *t* test unless specified. *P* values less than 0.05 were considered statistically significant. GraphPad Prism was used for statistical analyses.

### Study approval.

All animal studies were carried out following the NIH *Guide for the Care and Use of Laboratory Animals* (National Academies Press, 2011) and were approved by the Institutional Animal Care and Use Committee of Weill Cornell Medicine.

## Author contributions

OA, FV, DB, and MEC conceived and designed the studies; EP, DB, SZV, AA, RU, CC, CGC, and SJ conducted the experiments; EP, CC, OA, FV, and DB analyzed the data; EP, OA, and FV drafted the manuscript; DB, OA, FV, and MEC edited and revised the manuscript; and all authors approved the final manuscript.

## Supplementary Material

Supplemental data

## Figures and Tables

**Figure 1:**
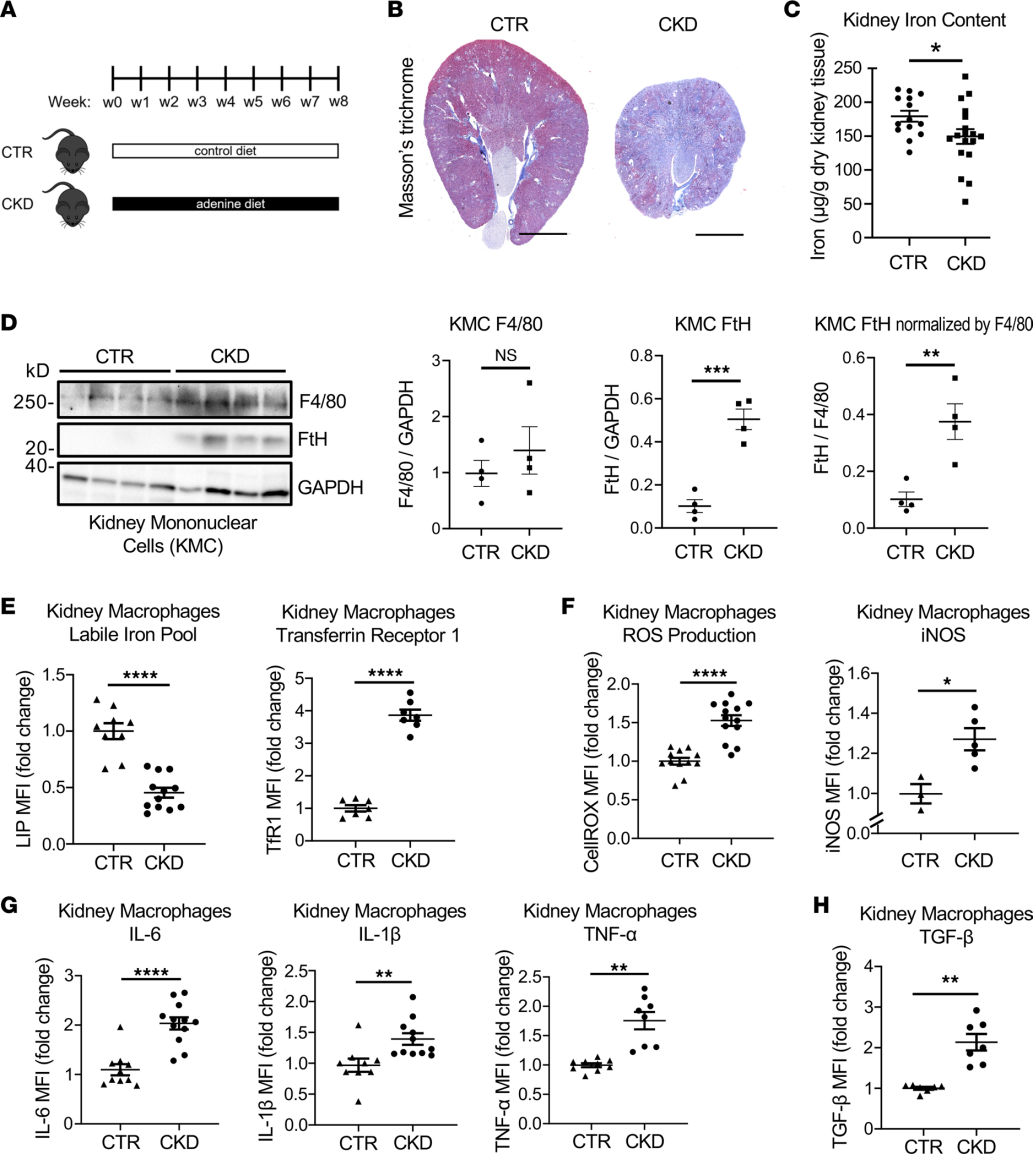
In mice with CKD, kidney macrophages display depletion of LIP associated with oxidative stress and inflammation. (**A**) Schematic diagram of CKD induction by the 0.2% adenine diet. (**B**) Trichrome staining of control (CTR) and CKD kidneys. Scale bars, 2.5 mm. (**C**) Kidney iron content in 2 groups of mice at euthanasia. (**D**) Expression of ferritin heavy chain (FtH) protein in isolated kidney mononuclear cells (KMC, macrophages/monocytes, and lymphocytes) normalized by macrophage marker F4/80 and by GAPDH. KMCs were isolated using Ficoll density gradient centrifugation of kidney single-cell suspensions. (**E**) Kidney macrophage labile iron pool (LIP) and transferrin receptor 1 (TfR1 or CD71) expression in CTR and CKD groups. (**F**) ROS production and iNOS expression in kidney macrophages in CTR and CKD groups. (**G**) Production of proinflammatory cytokines IL-6, IL-1β, and TNF-α in kidney macrophages, CTR and CKD groups. (**H**) TGF-β expression in kidney macrophages in CTR and CKD groups. Error bars represent SEM. Data were analyzed using *t* test. *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001. MFI, mean fluorescence intensity.

**Figure 2:**
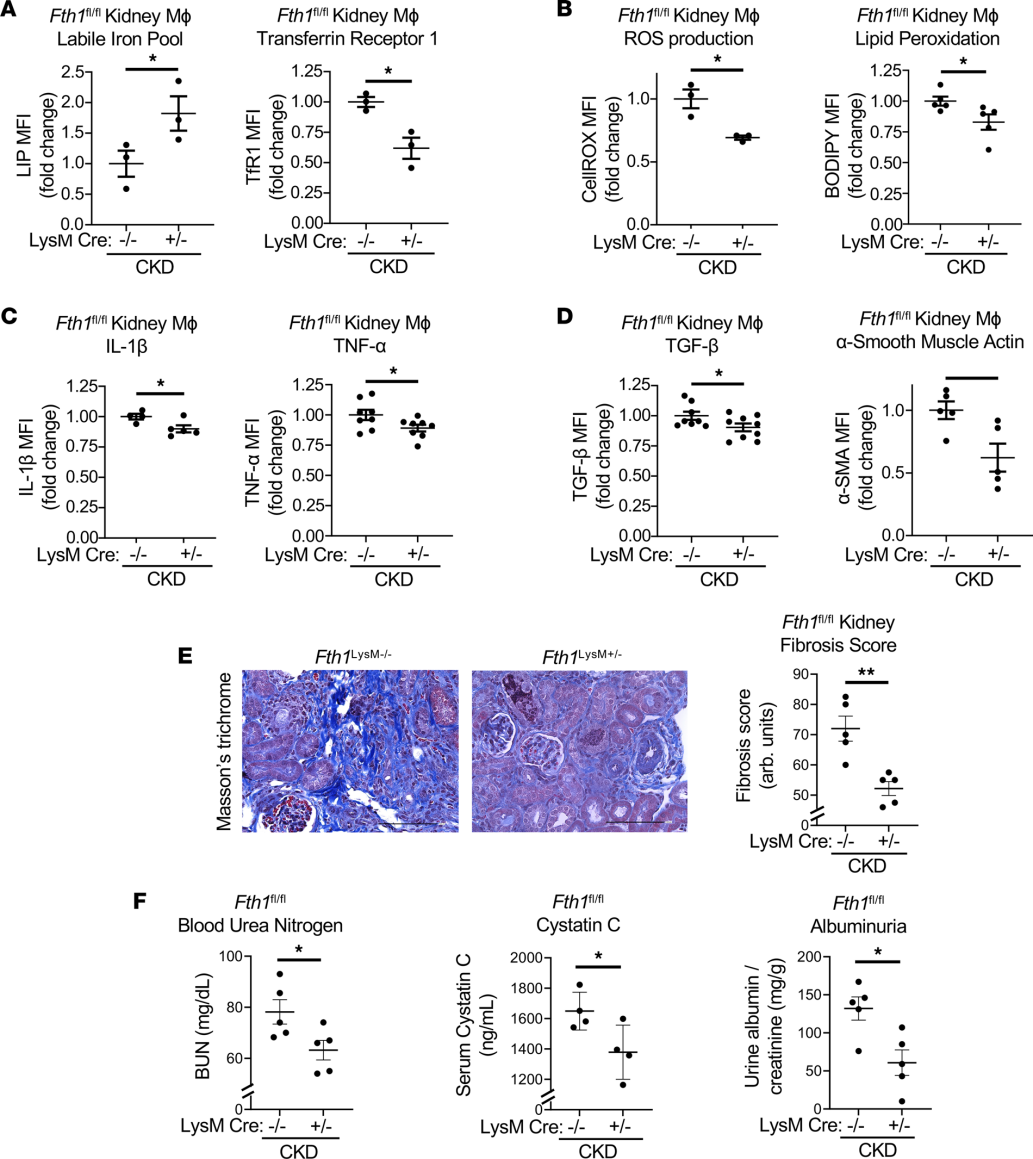
Myeloid-specific deletion of *Fth1* improves iron deficiency of kidney macrophages and mitigates kidney fibrosis. (**A**) Myeloid *Fth1* deletion replenished the intracellular LIP and reduced TfR1 expression by kidney macrophages; *n* = 3 per group. One-tailed *t* test. *P < 0.05. (**B**) ROS and lipid peroxidation in kidney macrophages of CKD *Fth1*^LysM–/–^ and *Fth1*^LysM+/–^ CKD mice; *n* = 3–5 per group. (**C**) Expression of IL-1β and TNF-α by kidney macrophages in 2 groups of mice; *n* = 4–8 per group. (**D**) Fibrosis markers TGF-β and α–smooth muscle actin (α-SMA) in kidney macrophages of CKD *Fth1*^LysM–/–^ and *Fth1*^LysM+/–^ CKD mice; *n* = 5–9 per group. (**E**) Representative images of Masson’s trichrome staining of kidney sections in 2 groups of mice; the quantification is shown as kidney fibrosis score; *n* = 5 per group. (**F**) Biomarkers of the kidney function: urine albumin to creatinine ratio (ACR), blood urea nitrogen (BUN), and serum cystatin C in CKD *Fth1*^LysM–/–^ and *Fth1*^LysM+/–^ mice; *n* = 5 per group. ACR and cystatin C were measured after 4 weeks of adenine diet, BUN after 8 weeks of adenine diet. Scale bars, 100 μm. Error bars represent SEM. Data were analyzed using *t* test. *P < 0.05; **P < 0.01.

**Figure 3:**
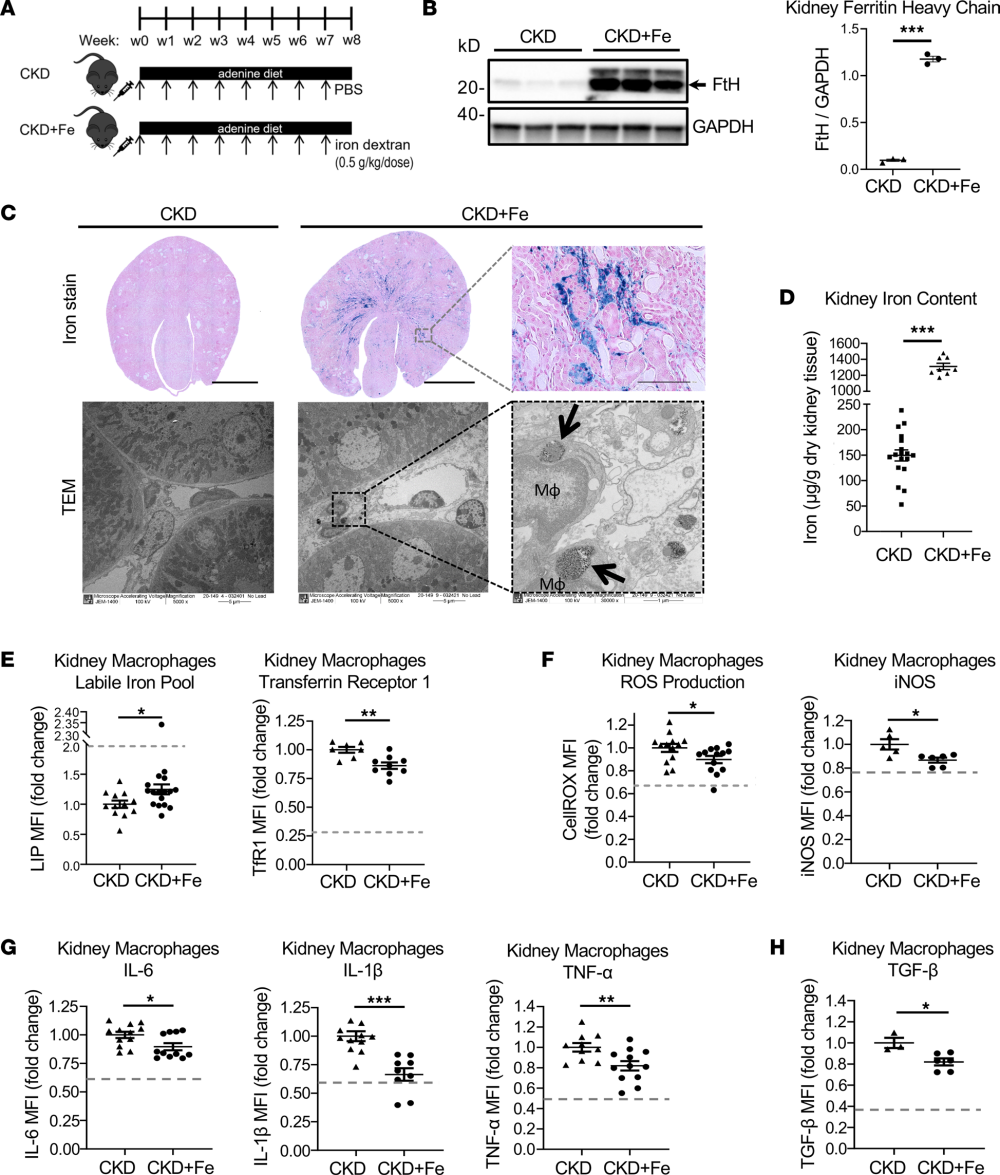
Iron dextran administration improves iron deficiency of kidney macrophages and reduces kidney macrophage oxidative stress and inflammation in mice with CKD. (**A**) Schematic diagram of iron dextran administration in mice with adenine-induced CKD and (**B**) Western blot analysis of FtH protein levels in kidney tissue of CKD mice in the absence (CKD) and presence (CKD+Fe) of iron administration; *n* = 3 per group. (**C**) Perls Prussian blue staining for ferric iron (scale bars: 3 mm for low magnification, 100 μm for high magnification) and transmission electron microscopy (original magnification, 5,000×, first 2 images, and 30,000×, last image) of kidney tissue of CKD mice in the absence and presence of iron administration. Arrows point at iron-loaded lysosomes within kidney macrophages (Mϕ). (**D**) Kidney tissue iron content in 2 groups of mice (*n* = 8–18 per group). (**E**) Iron therapy increases LIP and decreases TfR1 expression in CKD kidney macrophages, thus improving their iron deficiency status; *n* = 7–16 per group. (**F**) ROS and iNOS expression in CKD kidney macrophages in the absence and presence of iron therapy; *n* = 5–13 per group. (**G**) Iron therapy inhibits production of proinflammatory cytokines IL-6, IL-1β, and TNF-α in CKD kidney macrophages. (**H**) TGF-β expression in CKD kidney macrophages is suppressed by iron therapy. Dashed gray lines indicate mean values of the respective parameters in control mice (**E**–**H**). Error bars represent SEM. Data were analyzed using *t* test. *P < 0.05; **P < 0.01; ***P < 0.001.

**Figure 4:**
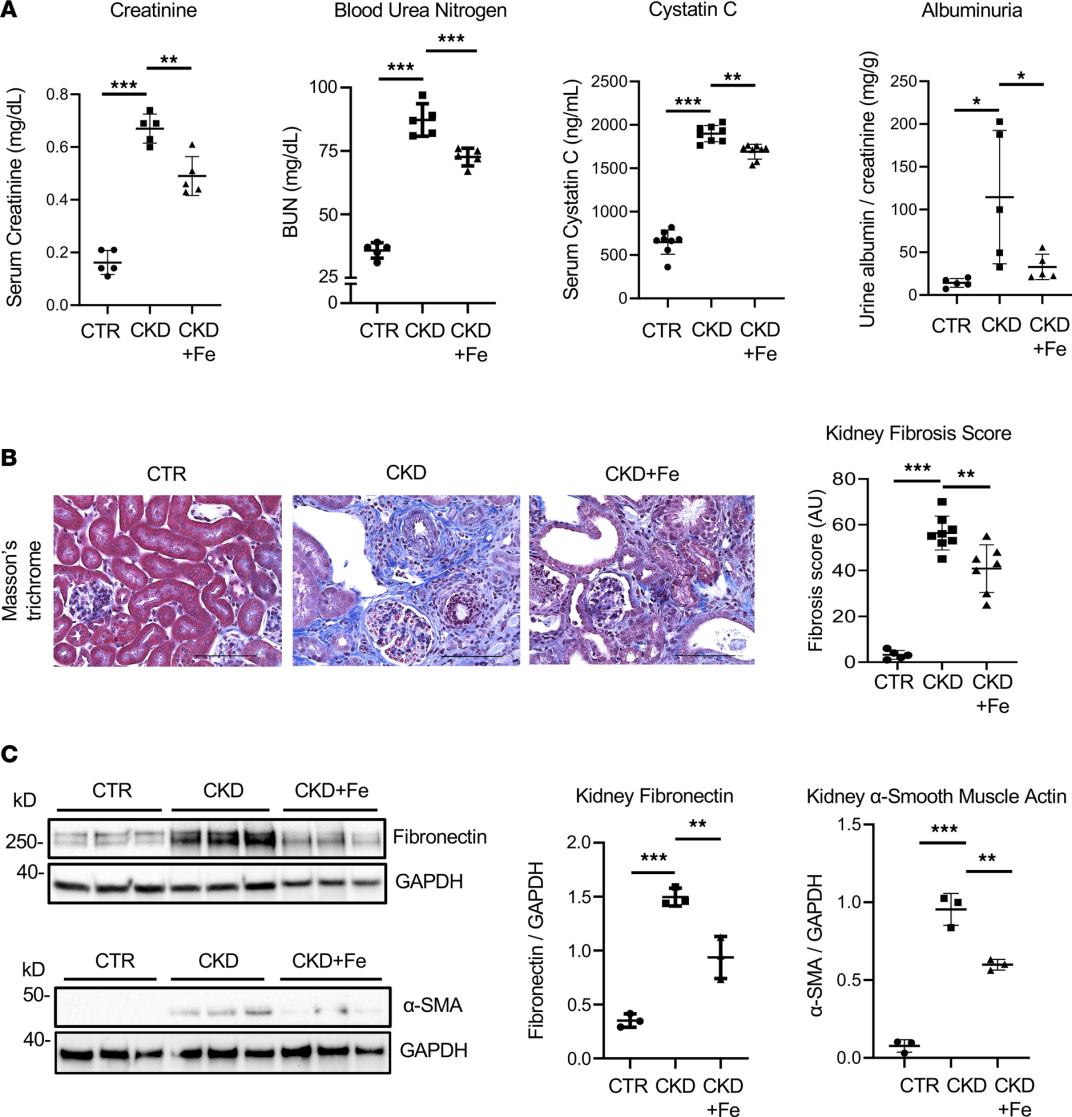
Iron dextran therapy improves kidney fibrosis and kidney function in mice with CKD. (**A**) Markers of kidney function: serum creatinine, BUN, serum cystatin C, and urine ACR in CTR mice and mice with CKD in the absence and presence of iron administration; *n* = 5–8 per group. (**B**) Representative images of Masson’s trichrome staining of kidney sections of CTR mice and mice with CKD in the absence and presence of iron administration; the quantification of blue-stained collagen is shown as kidney fibrosis score; *n* = 5–8 per group. Scale bars, 100 μm. (**C**) Western blot analysis of fibronectin and α–smooth muscle actin in kidney tissue of CTR mice and mice with CKD in the absence and presence of iron administration; *n* = 3 per group. Iron dextran was administered i.p. once a week, 0.5 g/kg (CKD Fe group). Error bars represent SD. Data were analyzed using ANOVA; *P < 0.05; **P < 0.01; ***P < 0.001.

**Figure 5:**
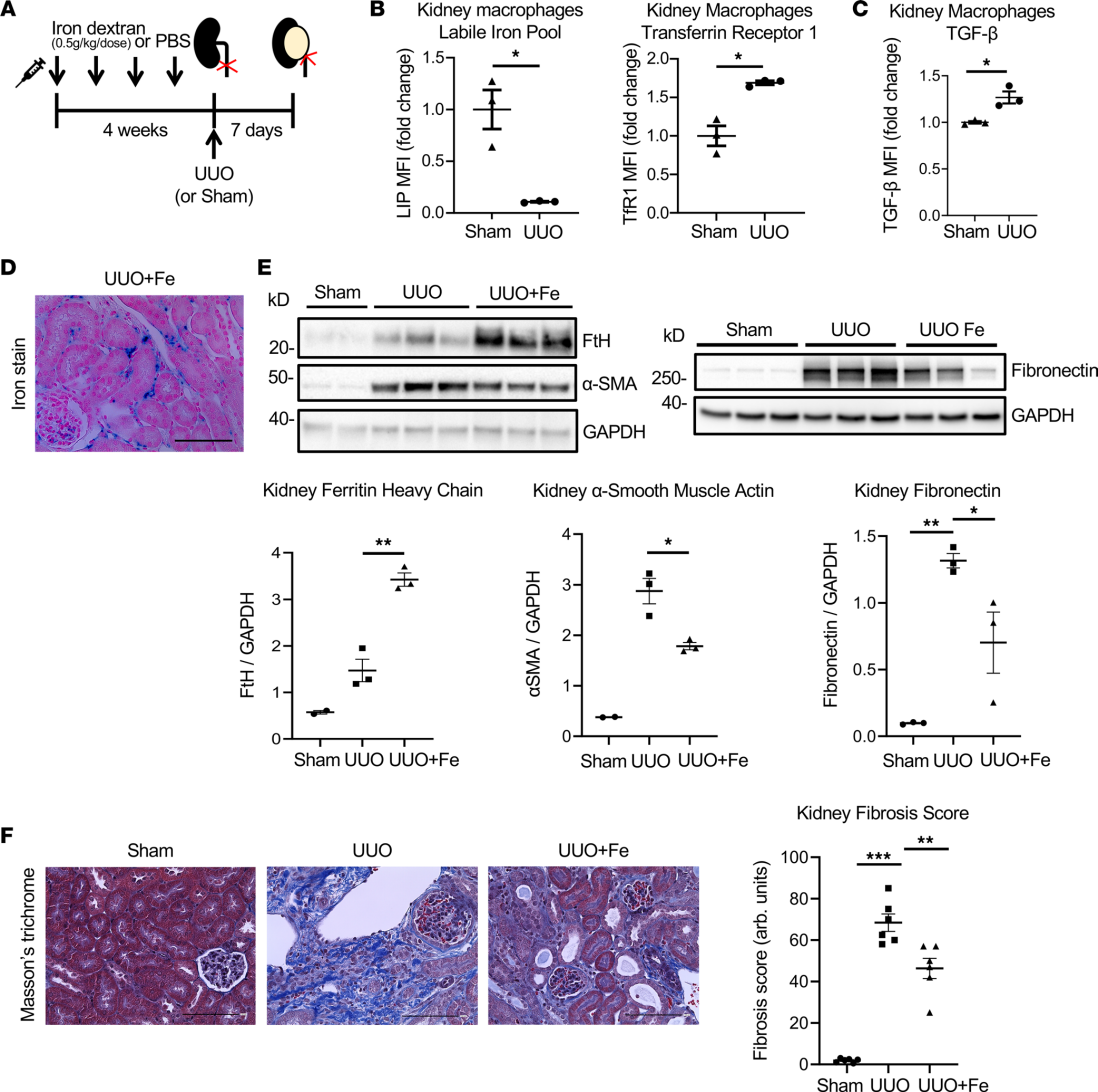
Effects of iron administration on kidney fibrosis in the UUO model. (**A**) Mice were pretreated with iron dextran (0.5 g/kg/dose weekly) or PBS for 4 weeks prior to surgery. Kidneys were harvested 7 days after the UUO or sham surgeries. (**B**) LIP, TfR1, and (**C**) TGF-β expression in kidney macrophages (*n* = 3 per group). (**D**) Perls Prussian blue staining demonstrates ferric iron accumulation in the interstitial spaces in the obstructed kidneys of UUO+Fe mice. Scale bar, 100 μm. (**E**) Immunoblotting of kidney tissues for FtH, fibronectin, and α-SMA protein expression in the obstructed kidneys of UUO mice that received iron dextran injections (UUO+Fe) compared with 2 other groups of mice. (**F**) Histologic assessment of kidney fibrosis in 3 groups of mice with Masson’s trichrome staining; quantification (*n* = 6 per group) and representative images. Scale bars, 100 μm. Data were analyzed using *t* test (**B** and **C**) or ANOVA (**E** and **F**). Error bars represent SEM; *P < 0.05; **P < 0.01; ***P < 0.001.

**Figure 6:**
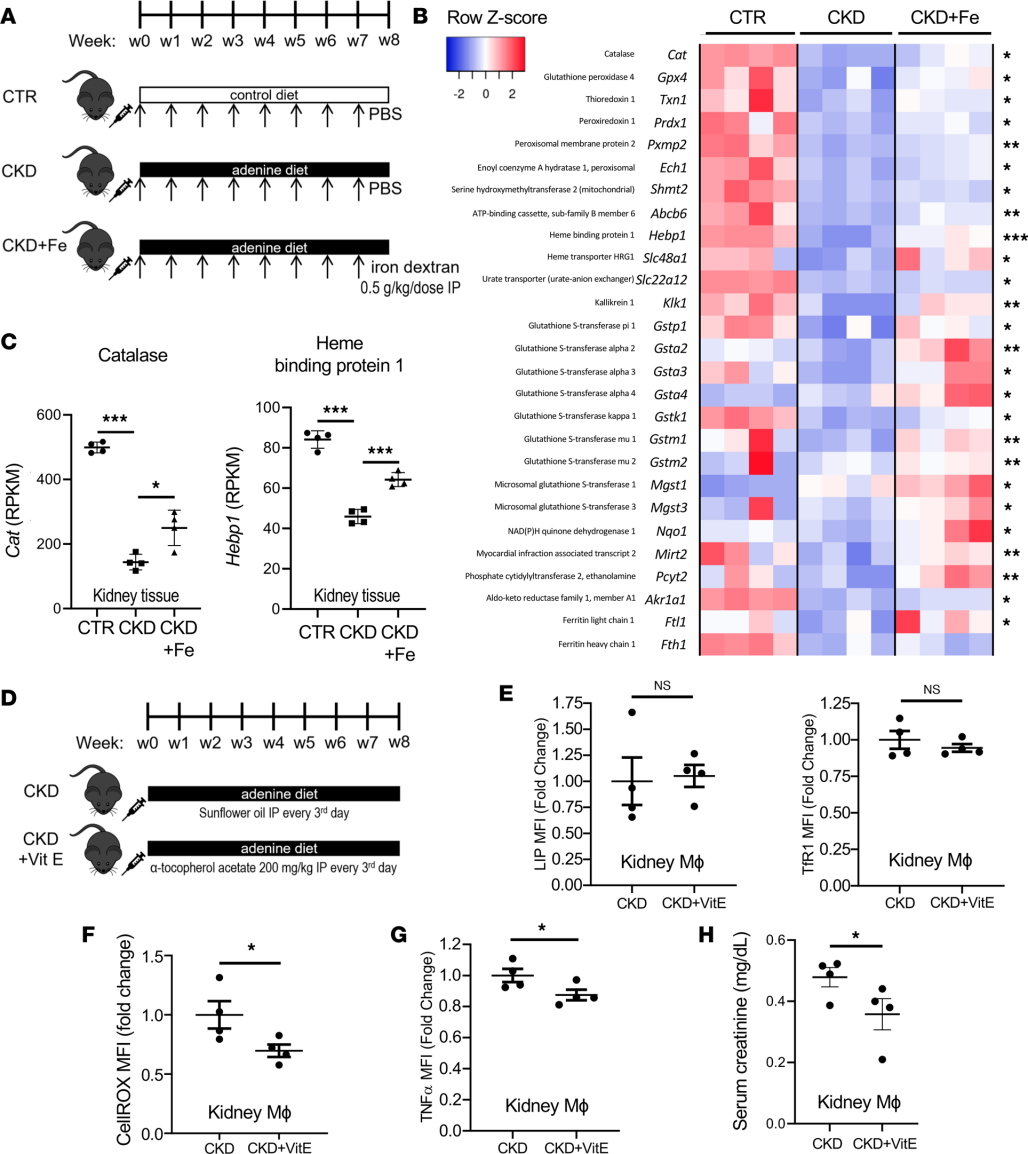
Iron administration and renal antioxidant response in mice with CKD. (**A**) CKD was induced by a 0.2% adenine diet, and kidney tissues were processed for RNA sequencing. (**B**) Heatmap showing expression of top differentially expressed antioxidant genes in the kidneys of CTR mice, untreated CKD mice, and CKD mice that received weekly i.p. injections of iron dextran (CKD+Fe). Blue color represents low expression and red color high expression; *P < 0.05; **P < 0.01; ***P < 0.001 for differences between CKD and CKD+Fe groups. (**C**) Expression of selected genes catalase and heme binding protein 1; *n* = 4 per group. (**D**) Schematic diagram of α-tocopherol (vitamin E), an antioxidant, administration in CKD mice. (**E**) α-Tocopherol administration did not change LIP and TfR1 expression in kidney macrophages but (**F**) reduced their ROS and (**G**) TNF-α expression and (**H**) improved serum creatinine. Error bars represent SEM. *P < 0.05. RPKM, reads per kilobase of transcript per million mapped reads.

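Catalase (Cat, ENSMUSG00000027187) lies on chromosome 2 of GRCm38 from 103453849 to 103485160, and heme binding protein 1 (Hebp1, ENSMUSG00000042770) on chromosome 6 from 135137522 to 135198022. Cat expression was 499 ± 16.7 FPKM (SD, n = 4) in control mice, 144 ± 24.2 FPKM (SD, n = 4) in CKD mice and 249.98 ± 54.5 FPKM (SD, n = 4) in CKD+Fe mice. Its log2 fold change in CKD against control mice was -1.80 (standard error 0.17, adjusted p = 1.8e-06, limma). With iron, against CKD mice, it was 0.78 (standard error 0.17, adjusted p = 0.254 and unadjusted p = 0.000505, limma). The CKD+Fe mouse with the lowest Cat expression (042702, 174 FPKM) lay just below the CKD mouse with the highest (176 FPKM), so the exact two-sided permutation p was 0.0571. Without this CKD+Fe mouse the log2 fold change was 0.94 (adjusted p = 0.032, limma). Over the fits that each left out a mouse, the adjusted p ran from 0.032 to 0.988.

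Hebp1 expression was 84.1 ± 4.32 FPKM (SD, n = 4) in control mice, 45.9 ± 3.54 FPKM (SD, n = 4) in CKD mice and 64.2 ± 3.48 FPKM (SD, n = 4) in CKD+Fe mice. The 3 groups did not overlap, and both neighboring pairs had an exact permutation p of 0.0286. The log2 fold change was -0.86 in CKD against control mice (standard error 0.10, adjusted p = 1.22e-05, limma) and 0.48 in CKD+Fe against CKD mice (standard error 0.10, adjusted p = 0.254 and unadjusted p = 0.000466, limma). With array weights the adjusted p for the change with iron was 0.0174 for Cat and 0.0292 for Hebp1. Over the alternative fits both ran up to 0.673. In the fits that each left out a mouse, the adjusted p of Hebp1 ran from 0.12 to 0.988.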

**Figure 7:**
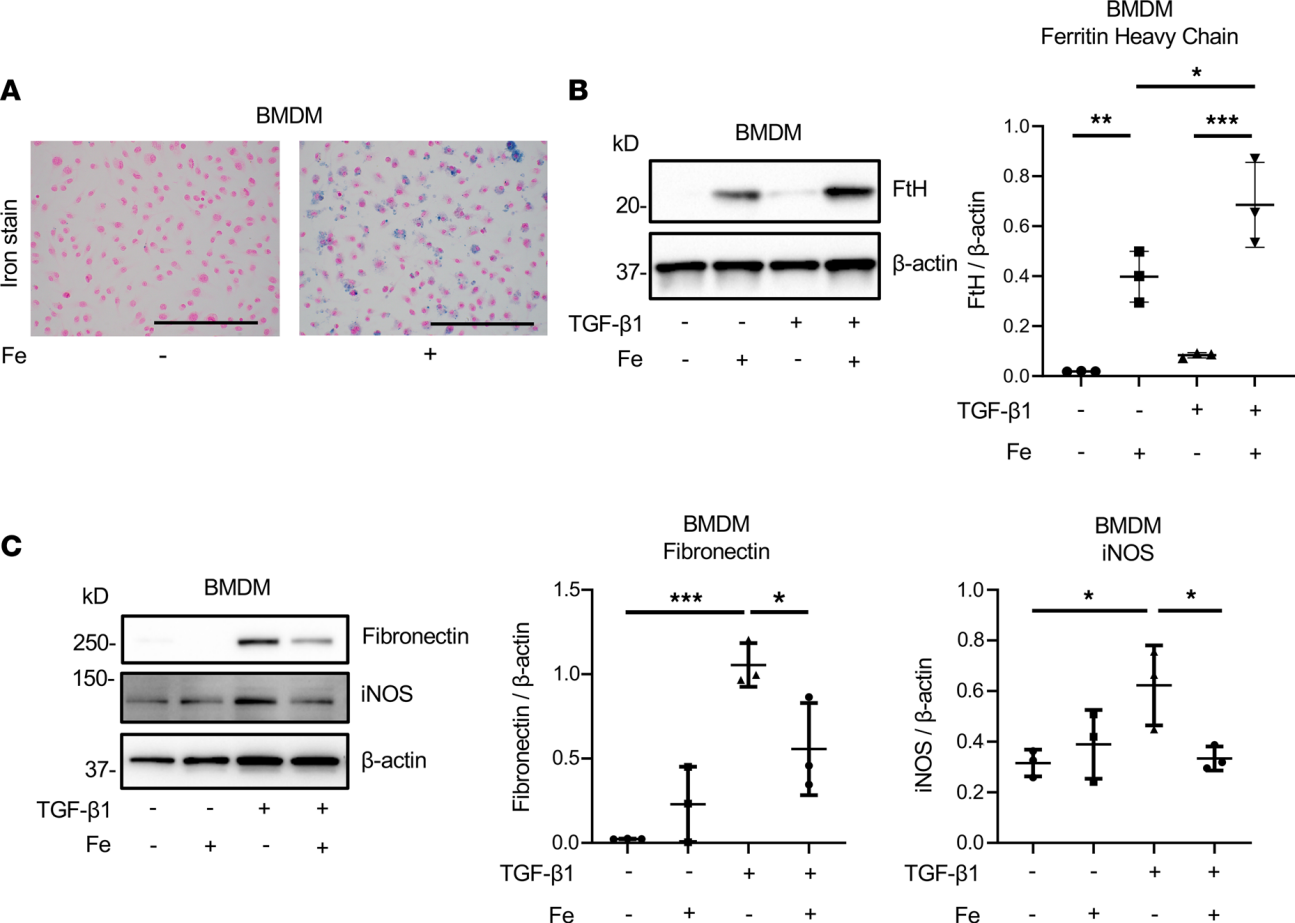
Iron attenuates profibrotic response to TGF-β in macrophages. BMDMs were left untreated (Fe-) or exposed to 25 mM ferric ammonium citrate (Fe+) for 20 hours. (**A**) Perls Prussian blue staining for ferric iron in control and iron-loaded BMDMs. Scale bars, 100 μm. (**B**) Western blot analysis of FtH, (**C**) fibronectin, and iNOS proteins in control BMDMs and BMDMs exposed to iron and TGF-β1 alone (5 ng/mL) or combined. Statistical analysis and representative blots. Immunoblotting was repeated 3 times. Error bars represent SD. *P < 0.05; **P < 0.01; ***P < 0.001.

**Figure 8:**
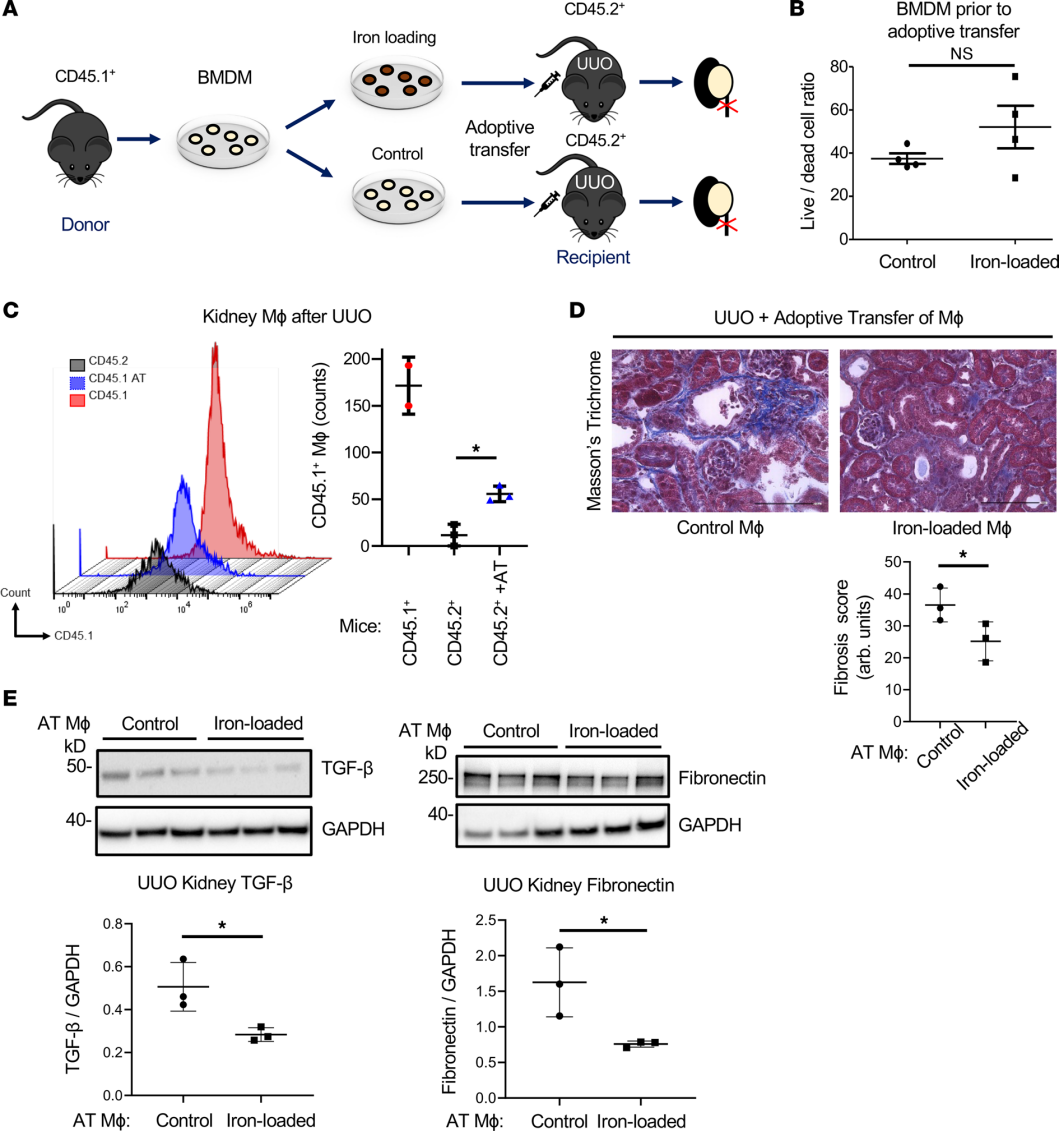
Adoptive transfer of iron-loaded macrophages limits kidney fibrosis in mice subjected to UUO. (**A**) Schematic diagram of the adoptive transfer (AT) of iron-loaded macrophages into UUO mice. BMDMs were isolated from CD45.1^+^ mice and left untreated (control) or treated with 25 μM ferric ammonium citrate (iron-loaded) for 20 hours prior to AT. Kidney fibrosis was induced by UUO in CD45.2^+^ mice. CD45.2^+^ mice received intravenously control or iron-loaded CD45.1^+^ macrophages. Kidneys were harvested 5 days after AT. (**B**) The ratio between live and dead cells in control versus iron-loaded BMDMs prior to transfer was assessed by flow cytometry using DAPI; *n* = 4 per group. (**C**) Flow cytometry histogram and count of CD45.1^+^CD11b^+^F4/80^+^ macrophages in recipient CD45.2^+^ kidneys upon AT of control macrophages. (**D**) Assessment of UUO-induced kidney fibrosis by Masson’s trichrome staining after AT of control versus iron-loaded macrophages. (**E**) Expression of latent TGF-β and fibronectin in kidney tissues after AT of control versus iron-loaded macrophages. Scale bars, 100 μm. Error bars represent SD; *n* = 3 per group. Data were analyzed using *t* test. *P < 0.05.

**Figure 9:**
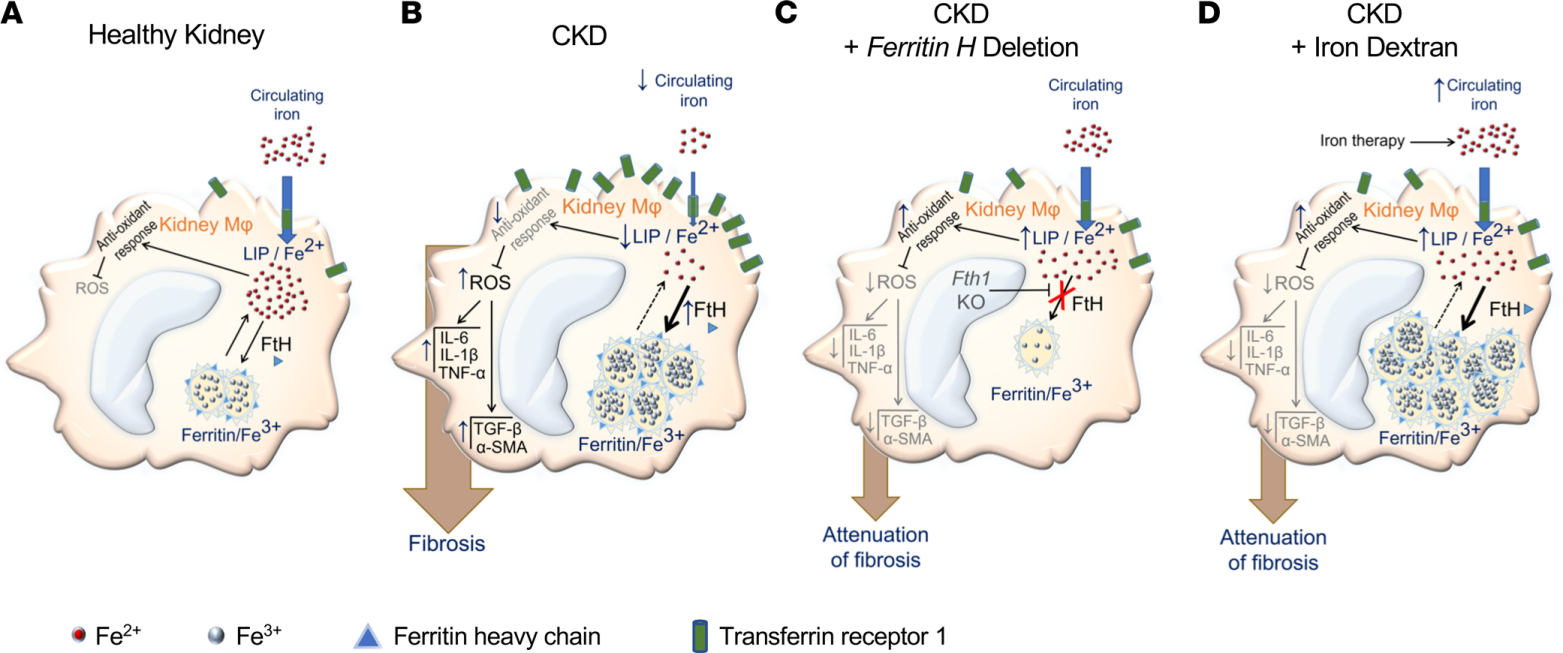
Proposed mechanism of the effects of kidney macrophage iron status in kidney fibrosis. (**A**) In healthy kidney macrophages, a balance between LIP (ferrous iron, Fe^2+^) and iron stores (ferritin-bound ferric iron, Fe^3+^) supports an adequate antioxidant response to oxidative stress and minimizes unwanted effects of ROS. (**B**) In kidney fibrosis, LIP of kidney macrophages, essential for the antioxidant response, is depleted. Consecutively, increased production of ROS, proinflammatory cytokines, and TGF-β mediates the profibrotic effects in kidney macrophages. (**C**) Blockade of FtH impairs conversion of Fe^2+^ to Fe^3+^ owing to the ferroxidase activity of FtH and replenishes LIP of kidney macrophages, which leads to reduced oxidative stress, reduced inflammation, and ultimately attenuation of fibrosis. (**D**) Similar to FtH blockade, increased iron supply via therapeutic iron administration replenishes LIP in kidney macrophages and reduces macrophage oxidative stress, inflammation, and production of TGF-β, which attenuates fibrosis.

# Supplementary material for: Iron therapy mitigates chronic kidney disease progression by regulating intracellular iron status of kidney macrophages
**Source:** JCI Insight. 2023 Jan 10;8(1):e159235. doi: 10.1172/jci.insight.159235
**Supplement:** Supplemental data

**Iron therapy mitigates chronic kidney disease progression by regulating  
intracellular iron status of kidney macrophages**

Edwin Patino, Divya Bhatia, Steven Z. Vance, Ada Antypiuk, Rie Uni, Chantalle  
Campbell, Carlo Castillo, Shahd Jaouni, Francesca Vinchi, Mary E. Choi, Oleh Akchurin

**SUPPLEMENTAL MATERIAL**

**Supplemental Table 1. Hematologic parameters in CKD mice in the presence and absence of iron therapy and in control mice**

|                                  | CTR<br>(n=9)                | AD<br>(n=9)                 | AD Fe<br>(n=9)             |
|----------------------------------|-----------------------------|-----------------------------|----------------------------|
| Hematocrit (%)                   | 49.5 ± 2.9 <sup>ab</sup>    | 33.2 ± 1.6 <sup>ac</sup>    | 38.9 ± 2.3 <sup>bc</sup>   |
| Red blood cell count<br>(M/uL)   | 10.13 ± 0.53 <sup>ab</sup>  | 8.6 ± 0.7 <sup>a</sup>      | 8.8 ± 1.8 <sup>b</sup>     |
| MCV (fL)                         | 50.1 ± 1.4 <sup>ab</sup>    | 39.7 ± 0.9 <sup>ac</sup>    | 48.1 ± 1.0 <sup>bc</sup>   |
| MCH (pg)                         | 14.7 ± 0.4 <sup>a</sup>     | 11.6 ± 0.3 <sup>ac</sup>    | 14.8 ± 0.2 <sup>c</sup>    |
| MCHC (g/dL)                      | 29.3 ± 0.6 <sup>b</sup>     | 29.3 ± 0.4 <sup>c</sup>     | 30.8 ± 0.5 <sup>bc</sup>   |
| RDW-CV (%)                       | 24.8 ± 1.2 <sup>ab</sup>    | 27.7 ± 1.0 <sup>ac</sup>    | 23.4 ± 0.9 <sup>bc</sup>   |
| Reticulocyte count (K/uL)        | 439.3 ± 80.5 <sup>a</sup>   | 673.8 ± 122.7 <sup>ac</sup> | 440.4 ± 140.8 <sup>c</sup> |
| Platelets (K/uL)                 | 691.3 ± 249.1 <sup>ab</sup> | 1688 ± 228.3 <sup>ac</sup>  | 1277 ± 258.7 <sup>bc</sup> |
| WBC (K/uL)                       | 4.6 ± 3.7                   | 2.3 ± 0.7                   | 2.9 ± 1.7                  |
| Neutrophil (%)                   | 17.4 ± 6.9 <sup>ab</sup>    | 40.1 ± 11.9 <sup>a</sup>    | 44.7 ± 9.6 <sup>b</sup>    |
| Lymphocyte (%)                   | 77.5 ± 8.1 <sup>ab</sup>    | 50.3 ± 12.8 <sup>a</sup>    | 45.5 ± 9.1 <sup>b</sup>    |
| Neutrophil / lymphocyte<br>ratio | 0.2 ± 0.1 <sup>ab</sup>     | 0.9 ± 0.6 <sup>a</sup>      | 1.1 ± 0.4 <sup>b</sup>     |
| Monocyte (%)                     | 2.1 ± 2.0 <sup>ab</sup>     | 6.5 ± 2.4 <sup>a</sup>      | 6.9 ± 1.8 <sup>b</sup>     |

Differences between the groups were analyzed using ANOVA with the Tukey post hoc test.

<sup>a</sup> p<0.05 between CTR and AD

<sup>b</sup> p<0.05 between CTR and AD Fe

<sup>c</sup> p<0.05 between AD and AD Fe

**Supplemental Table 2. Antibodies and fluorochromes used for the flow cytometry analysis of kidney macrophages.**

| <b>Color</b>    | <b>Antibody</b>                | <b>Clone</b> | <b>Brand</b>  |
|-----------------|--------------------------------|--------------|---------------|
| PerCP           | <b>7AAD</b>                    | #420404      | Biolegend     |
| Pacific Blue    | <b>CD45</b>                    | 104          | Biolegend     |
| BUV395          | <b>Ly6G</b>                    | 1A8          | BD Horizon    |
| APC-Cy7         | <b>CD11b</b>                   | M1-70        | Biolegend     |
| APC             | <b>CD11c</b>                   | HL3          | BD Horizon    |
| PE-Cy7          | <b>MHCII</b>                   | M5/114.15.2  | Biolegend     |
| BV711           | <b>CD64</b>                    | X54-5/7.1    | Biolegend     |
| BV605           | <b>CD24</b>                    | M1/69        | Biolegend     |
| FITC            | <b>CD206</b>                   | C068C2       | Biolegend     |
| PerCp-eFluor710 | <b>CD71</b>                    | R17217       | eBioscience   |
| AF700           | <b>TNF<math>\alpha</math></b>  | MP6-XT22     | Biolegend     |
| PerP-eFluor710  | <b>IL6</b>                     | MP5-20F3     | Invitrogen    |
| PE              | <b>IL-1b</b>                   | NJTEN3       | Invitrogen    |
| FITC            | <b>iNOS</b>                    | #610330      | BD Horizon    |
| FITC            | <b>TGF-b</b>                   | TW7-16B4     | Biolegend     |
| AF700           | <b><math>\alpha</math>-SMA</b> | 1A4          | R&D Systems   |
| FITC            | <b>ROS</b>                     | CellRox      | ThermoFisher  |
| PE              | <b>LIP</b>                     | FerroOrange  | Sigma-Aldrich |
| FITC/PE         | <b>BODIPY™</b>                 | 581/591 C11  | Invitrogen    |

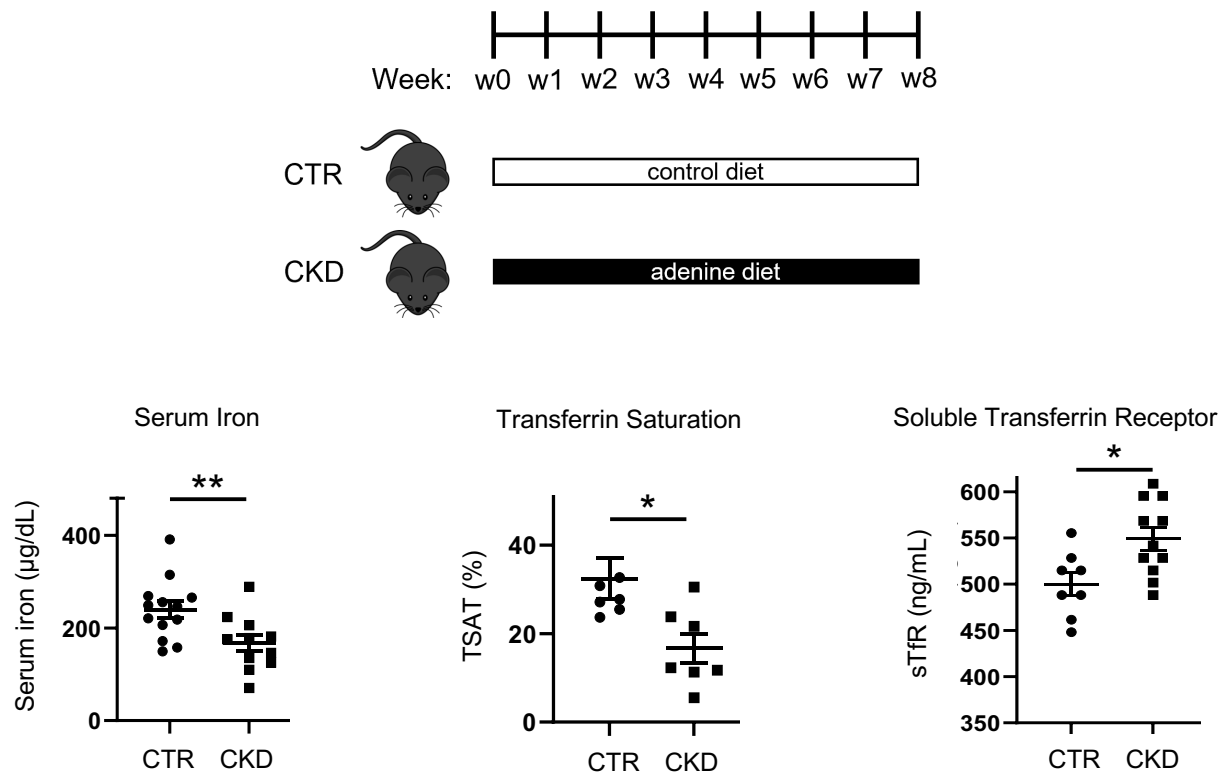

**Supplemental Figure 1. Parameters of systemic iron status in mice with chronic kidney disease and in control mice.** Blood was collected at euthanasia after 8 weeks of adenine or control diet. Serum iron, transferrin saturation (TSAT) and soluble transferrin receptor (sTfR) in two groups of mice ( $n=6-13$  per group). Error bars represent SEM. Data were analyzed using  $t$  test; \* $P < 0.05$ , \*\* $P < 0.01$ .

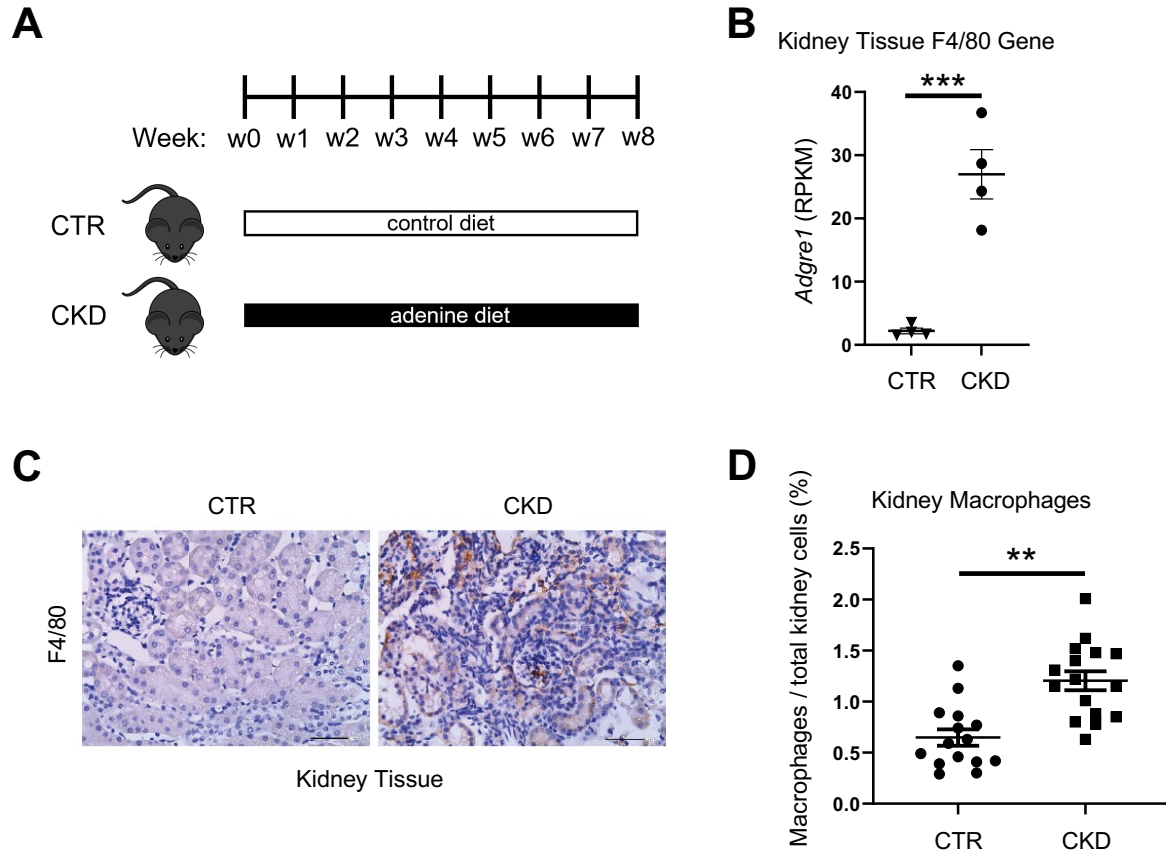

**Supplemental Figure 2. Kidney macrophages in healthy control mice and in mice with chronic kidney disease** (A) Schematic diagram of chronic kidney disease (CKD) induction by a 0.2% adenine diet for 8 weeks. (B) Macrophage marker F4/80 gene expression in whole kidney tissue (n=4 per group) and (C) F4/80 immunostaining in control (CTR) and CKD kidneys (scale bars, 50  $\mu$ m). (D) Percent of macrophages by total kidney cell counts was assessed by flow cytometry of kidney lysates; n=15-16 per group. Error bars represent SEM. Data were analyzed using *t* test; \**P*<0.05, \*\**P*<0.01.

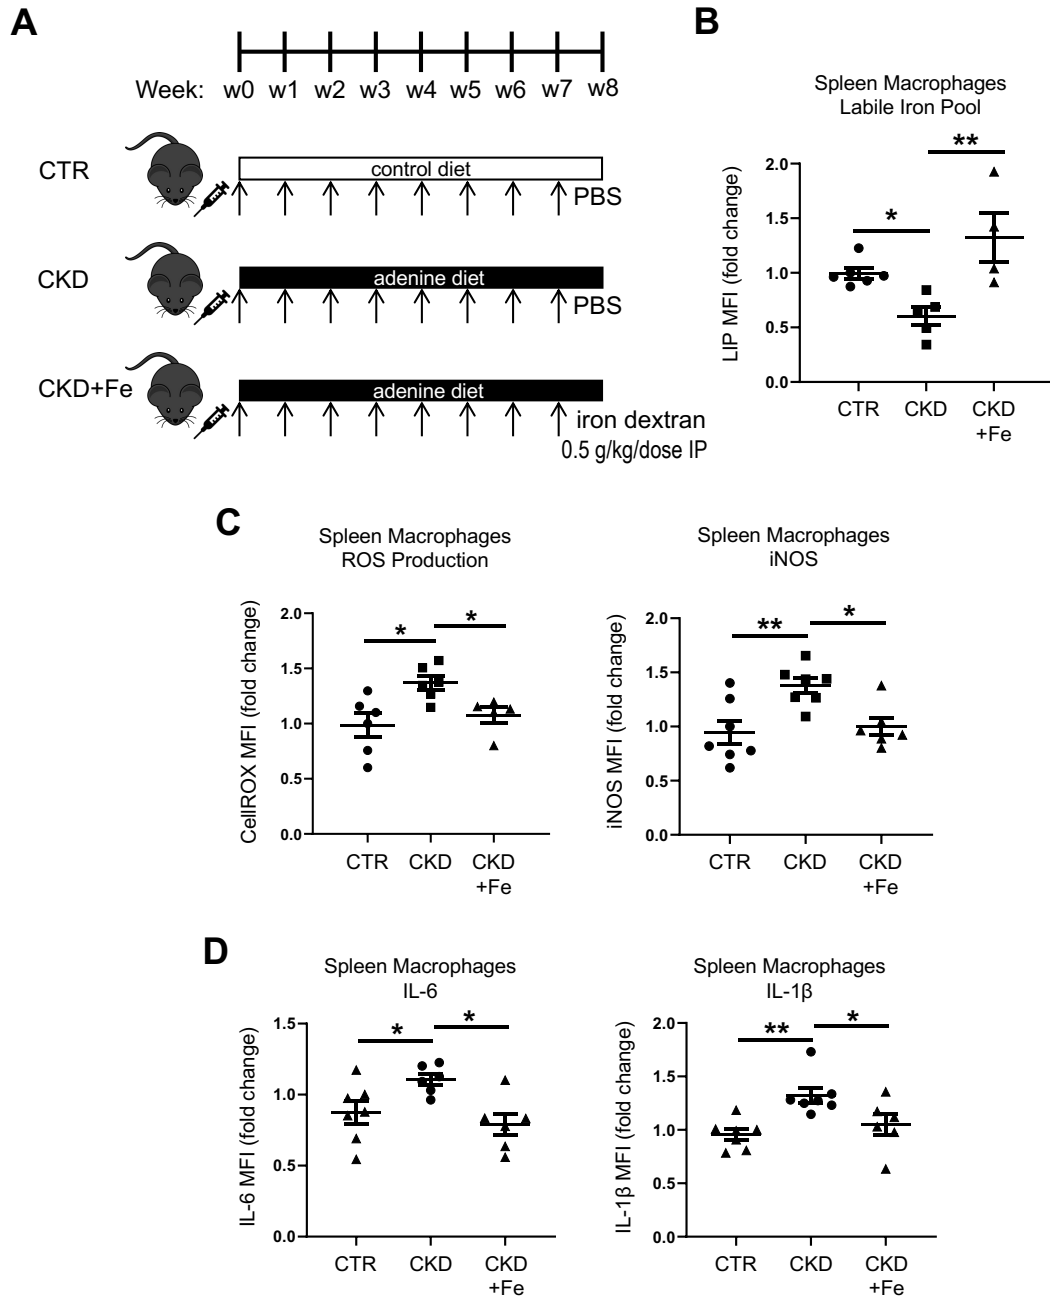

**Supplemental Figure 3. Chronic kidney disease-induced polarization of spleen macrophages and effect of iron therapy.** (A) Schematic diagram of CKD induction and iron therapy. Iron dextran was administered intraperitoneally once a week, 0.5 g/kg (CKD+Fe group) throughout experimental period. (B) Spleen macrophage labile iron pool (LIP) in CTR, CKD, and CKD+Fe groups. (C) Reactive oxygen species (ROS) production and iNOS expression in kidney macrophages in three groups of mice. (D) Production of pro-inflammatory cytokines IL-6 and IL-1 $\beta$  in kidney macrophages; CTR, CKD, and CKD+Fe groups. Error bars represent SEM,  $n=4-7$  per group. Data were analyzed using ANOVA. \* $P<0.05$ ; \*\* $P<0.01$ ; \*\*\* $P<0.001$ .

**A**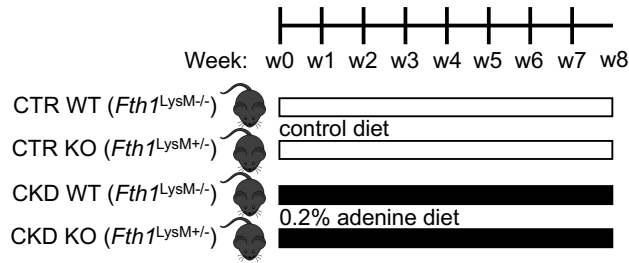**B**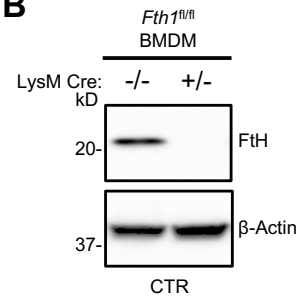**C**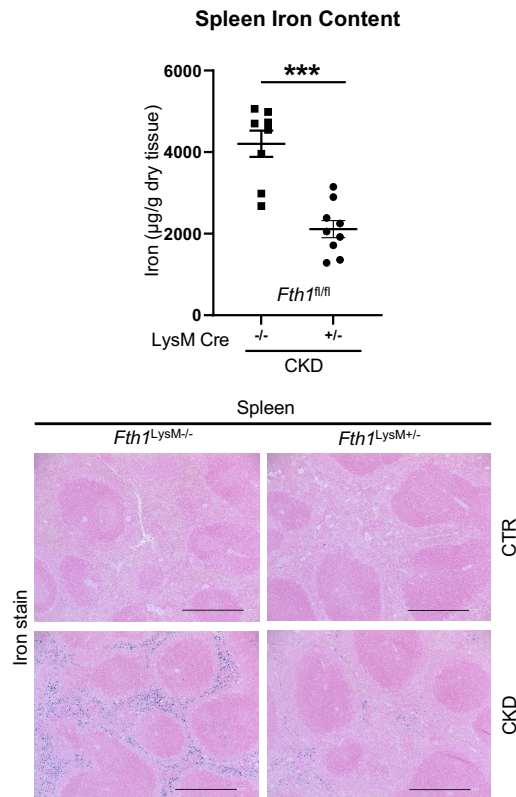**D**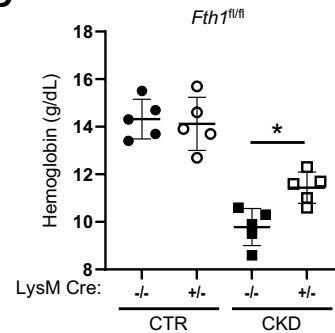

**Supplemental Figure 4. Systemic hematologic effects of myeloid ferritin heavy chain deletion in mice with chronic kidney disease. (A)** Chronic kidney disease (CKD) was induced by a 0.2% adenine which mice received for 8 weeks. Control (CTR) mice received non-adenine containing but otherwise identical diet. **(B)** Knockout (KO) of *Fth1* was confirmed by FtH protein immunoblotting of bone marrow derived macrophages (BMDM) obtained from *Fth1*<sup>LysM-/-</sup> (wild type, WT) and *Fth1*<sup>LysM+/-</sup> (KO) mice using EPR18878 (ab183781 antibody). **(C)** Assessment of spleen iron by dry tissue iron content measurement (n=8-9 per group) and histology (Perls stain; scale bars, 500 μm). **(D)** Myeloid-specific (LysM-Cre) *Fth1* deletion improved hemoglobin in CKD mice (n=5 per group). Blood was collected at euthanasia after 8 weeks of control or adenine diet. Data were analyzed using ANOVA (B) and *t* test (C). \**P*<0.05; \*\*\**P*<0.001.

**A**

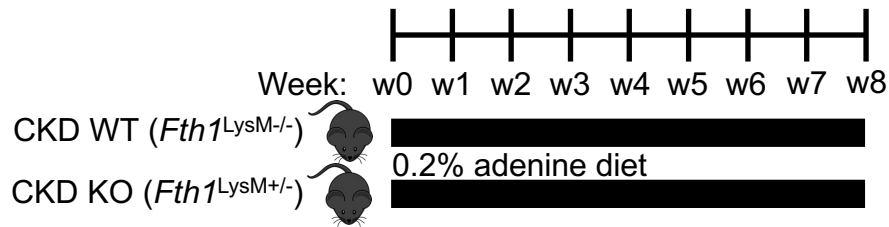

**B**

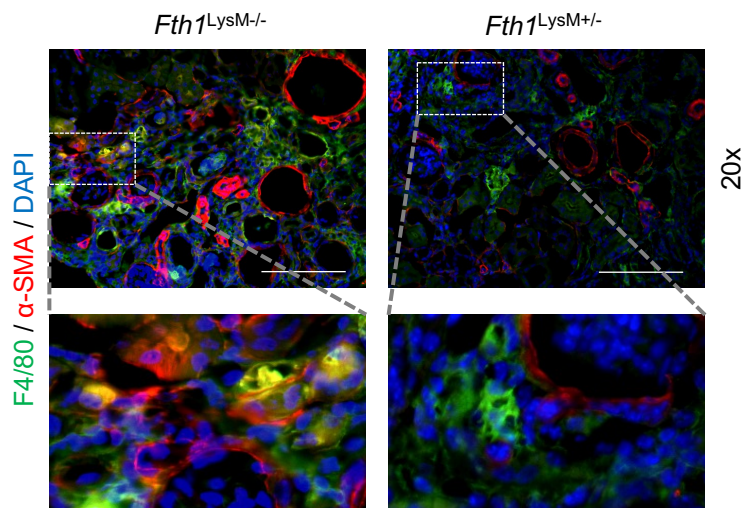

**Supplemental Figure 5. Myeloid-specific deletion of FtH reduces kidney macrophage to myofibroblast transition in mice with chronic kidney disease. (A)** Schematic diagram depicting the timeline of chronic kidney disease (CKD) induction in mice with myeloid-specific (LysM-Cre) deletion of ferritin heavy chain gene (*Fth1*) and wild type mice. **(B)** Immunostaining indicates reduced co-expression of macrophage marker F4/80 and myofibroblast marker α-smooth muscle actin (α-SMA) in kidney tissues of *Fth1*<sup>LysM+/-</sup> mice with CKD compared to *Fth1*<sup>LysM-/-</sup> mice with CKD. Scale bars, 200 μm.

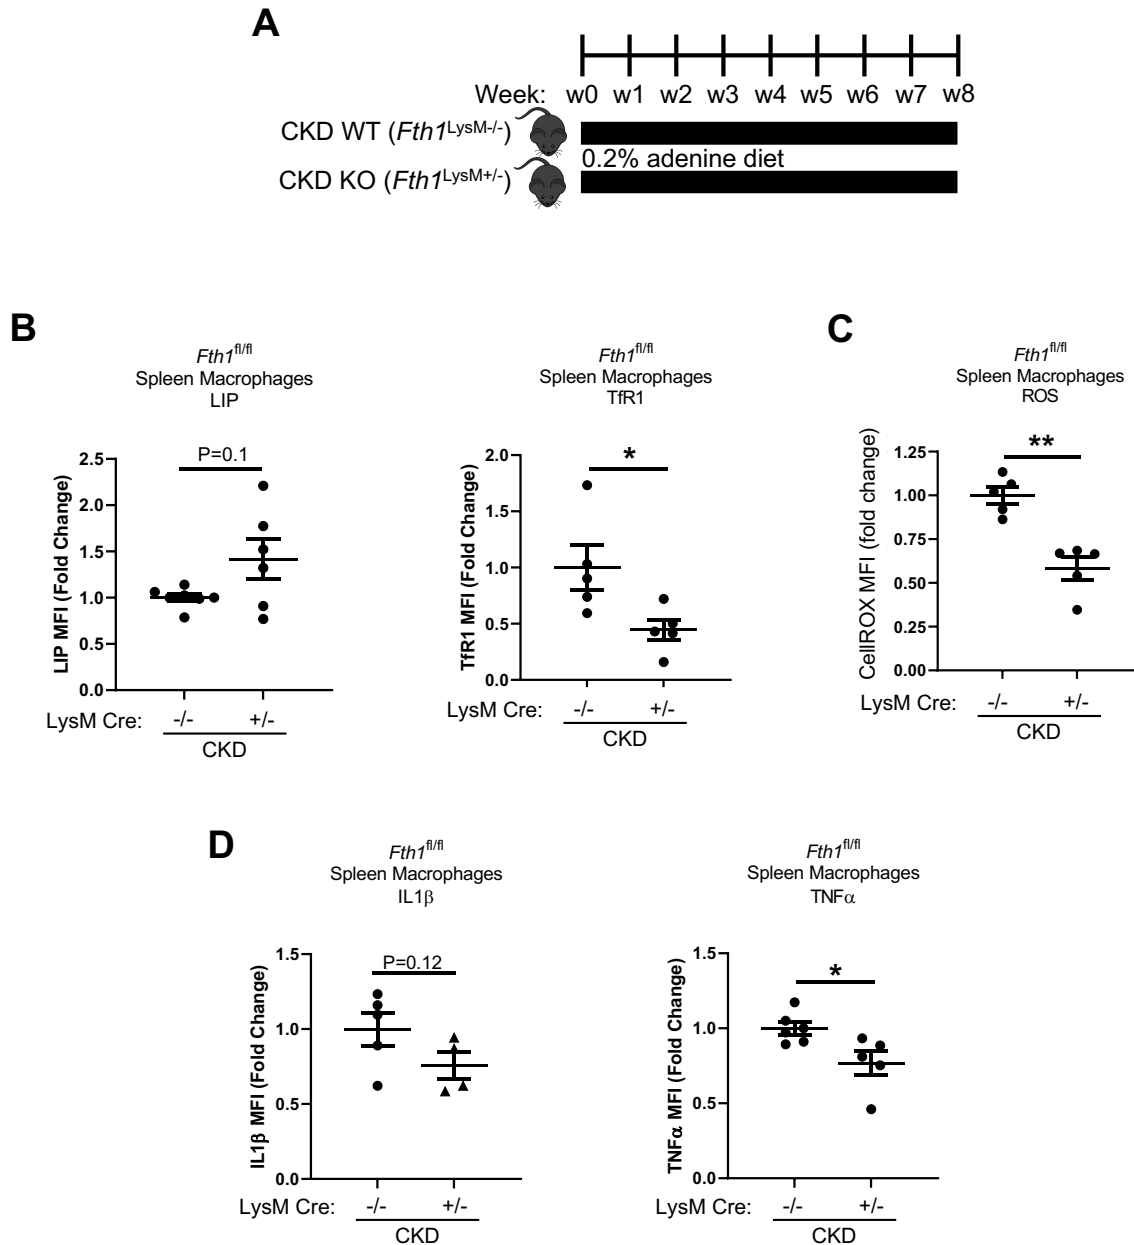

**Supplemental Figure 6. Effects of myeloid ferritin heavy chain deletion on spleen macrophages in mice with chronic kidney disease.** (A) Schematic diagram depicting induction of chronic kidney disease (CKD) in wild type mice and in mice harboring myeloid-specific (LysM-Cre) deletion of ferritin heavy chain gene (*Fth1*). (B) Markers of intracellular iron status of spleen macrophages, labile iron pool (LIP) and transferrin receptor 1 (TfR1) in two groups of mice. (C) Assessment of spleen macrophage oxidative stress in CKD *Fth1*<sup>LysM-/-</sup> and *Fth1*<sup>LysM+/-</sup> CKD mice. (D) Effect of *Fth1* deletion on pro-inflammatory cytokines IL-1β and TNF-α in spleen macrophages in CKD. Error bars represent SEM. Data were analyzed by *t* test, n=4-6 per group; \**P*<0.05.

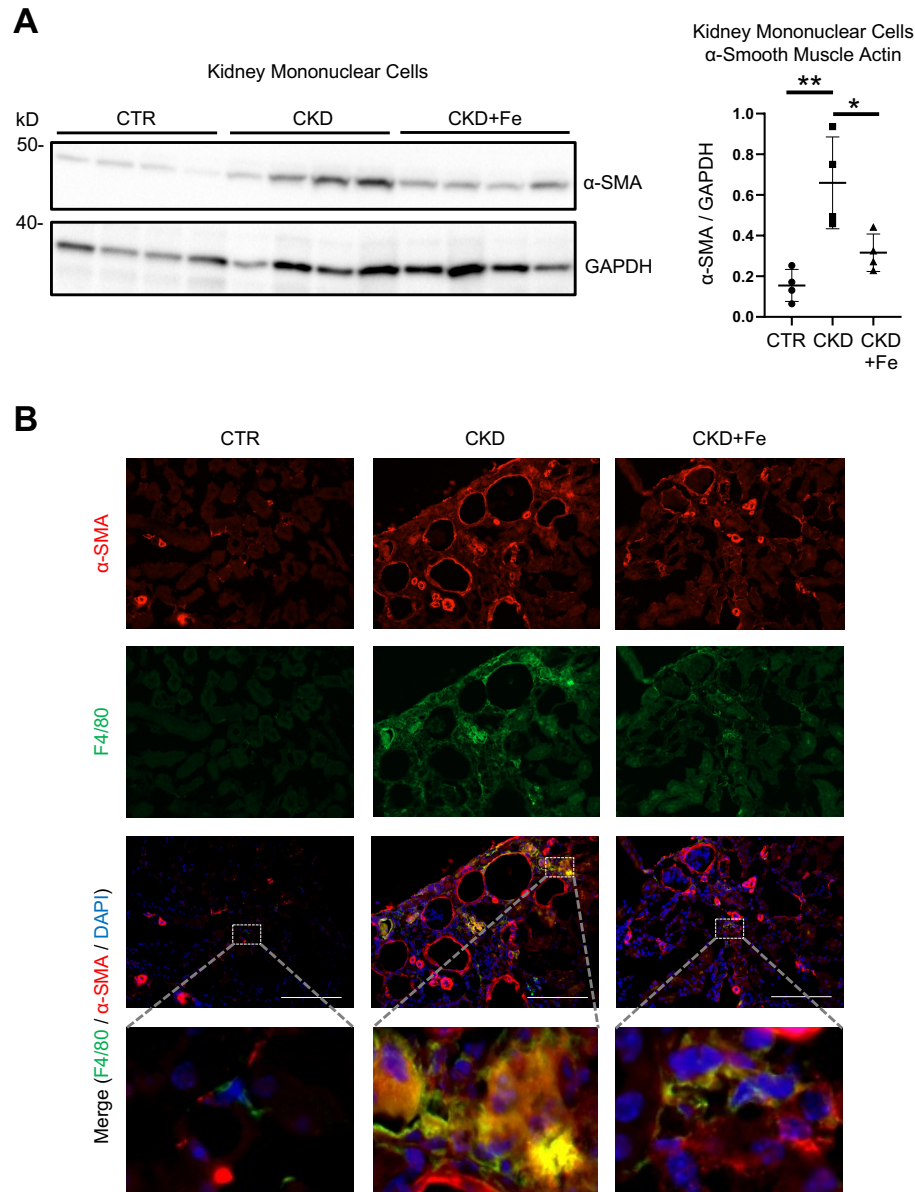

**Supplemental Figure 7. Effect of iron dextran therapy on macrophage to myofibroblast transition in the kidneys of mice with chronic kidney disease.** Chronic kidney disease (CKD) was induced by 0.2% adenine diet. Iron dextran was administered intraperitoneally once a week, 0.5 g/kg (CKD+Fe group). **(A)** Expression of  $\alpha$ -smooth muscle actin in kidney mononuclear cells isolated from kidney single cell suspensions by Ficoll-Hypaque density gradient centrifugation (same membrane as used for Figure 1); n=4 per group. **(B)** Immunostaining for macrophage marker F4/80 and myofibroblast marker  $\alpha$ -smooth muscle actin ( $\alpha$ -SMA) demonstrates reduced colocalization between those markers in kidney tissues of CKD+Fe mice compared to the untreated CKD group. Scale bars, 200  $\mu$ m (20x magnification). Error bars indicate SD. Densitometry data were analyzed by ANOVA; \* $P$ <0.05; \*\* $P$ <0.01.

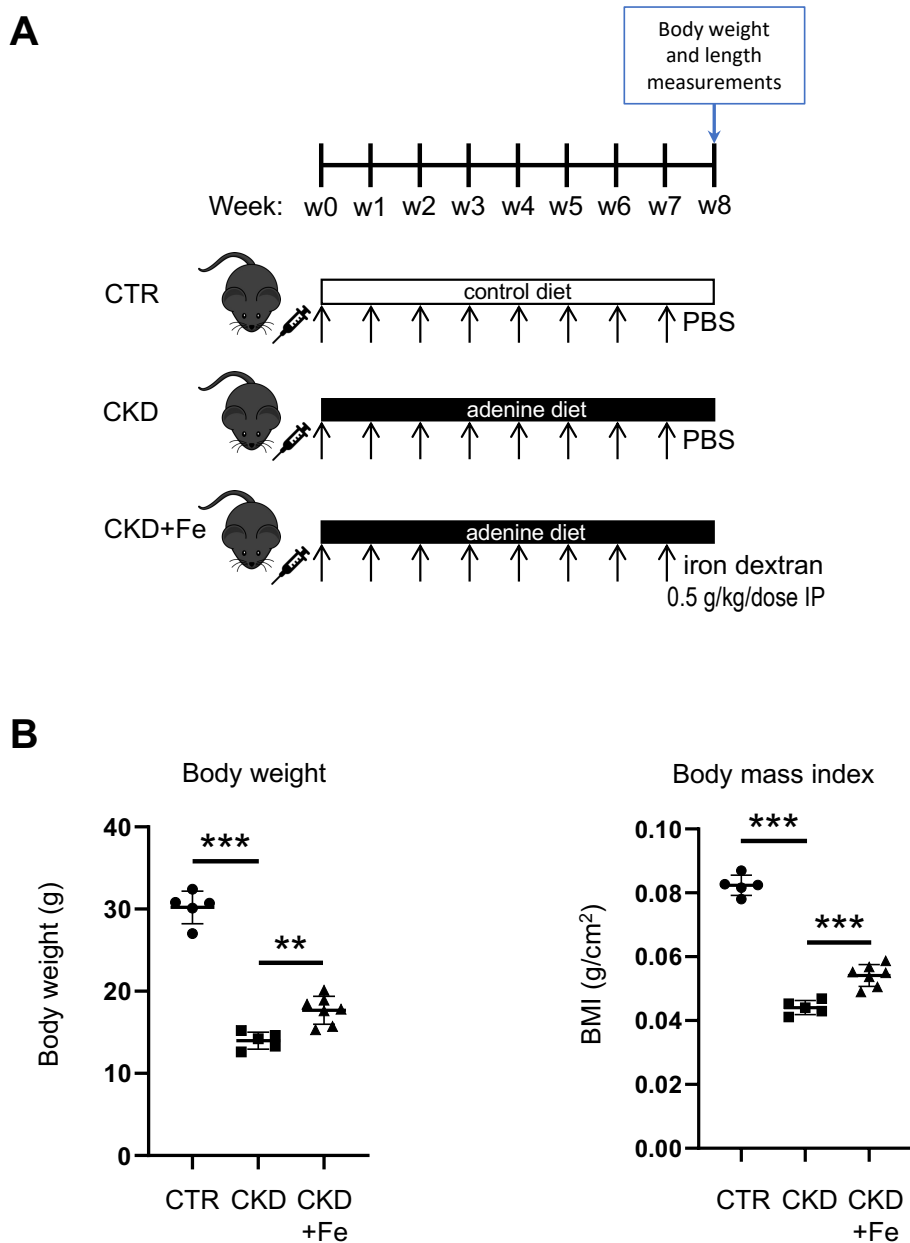

**Supplemental Figure 8. Body measurements at the end of experimental period in control mice and in chronic kidney disease mice in the presence and absence of iron therapy.** (A) Schematic diagram of chronic kidney disease (CKD) induction and iron therapy. Iron dextran was administered intraperitoneally once a week, 0.5 g/kg (CKD+Fe group) throughout experimental period. (B) Body weight and body mass index (BMI) in control (CTR), CKD, and CKD+Fe groups at euthanasia, n=5-7 per group. Data were analyzed by ANOVA. Error bars represent SD; \*\* $P < 0.01$ ; \*\*\* $P < 0.001$ .

**A**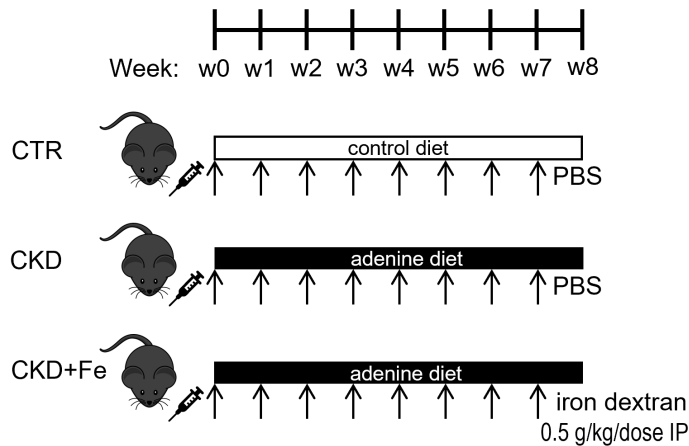**B**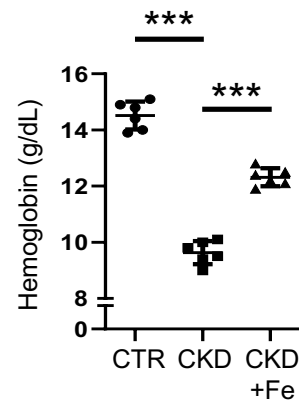

**Supplemental Figure 9. Iron dextran therapy improves anemia in mice with adenine-induced CKD. (A)** Schematic diagram of CKD induction and iron therapy. Iron dextran was administered intraperitoneally once a week, 0.5 g/kg (CKD+Fe group). Blood for hemoglobin measurements was collected at euthanasia **(B)** Mice with CKD developed anemia after 8 weeks of adenine diet. Iron therapy improved anemia in CKD mice. Data were analyzed by ANOVA, n=6 per group. Error bars represent SD; \*\*\* $P<0.001$ .

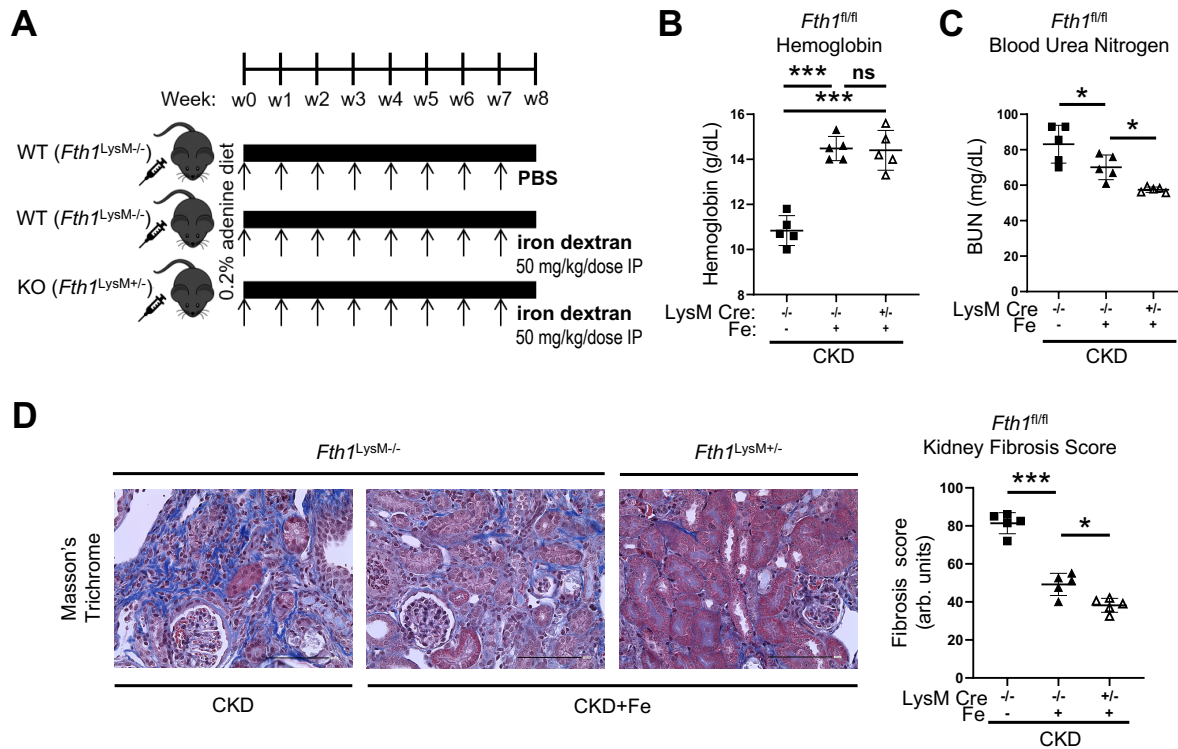

**Supplemental Figure 10. Iron administration and *Fth1* deletion have additive protective effect against kidney fibrosis in mice with CKD.** (A) Schematic diagram of the experimental groups: (1) wild type CKD mice, no iron therapy, (2) wild type CKD mice + iron therapy, (3) Myeloid-specific (LysM-cre) *Fth1* knockout CKD mice + iron therapy. Iron was administered via intraperitoneal injections of iron dextran, 50 mg/kg/dose. (B) Effect of iron administration on hemoglobin was similar in  $Fth1^{LysM+/-}$  and  $Fth1^{LysM-/-}$  CKD mice. (C) Blood urea nitrogen (BUN) in three groups of mice at the end of experimental period. (D) Assessment of kidney fibrosis in three groups of mice by Masson's trichrome staining, representative images and quantification. Scale bars, 100  $\mu$ m. Error bars represent SD; n=5 per group. Data were analyzed using ANOVA. \*p<0.05; \*\*\*p<0.001.

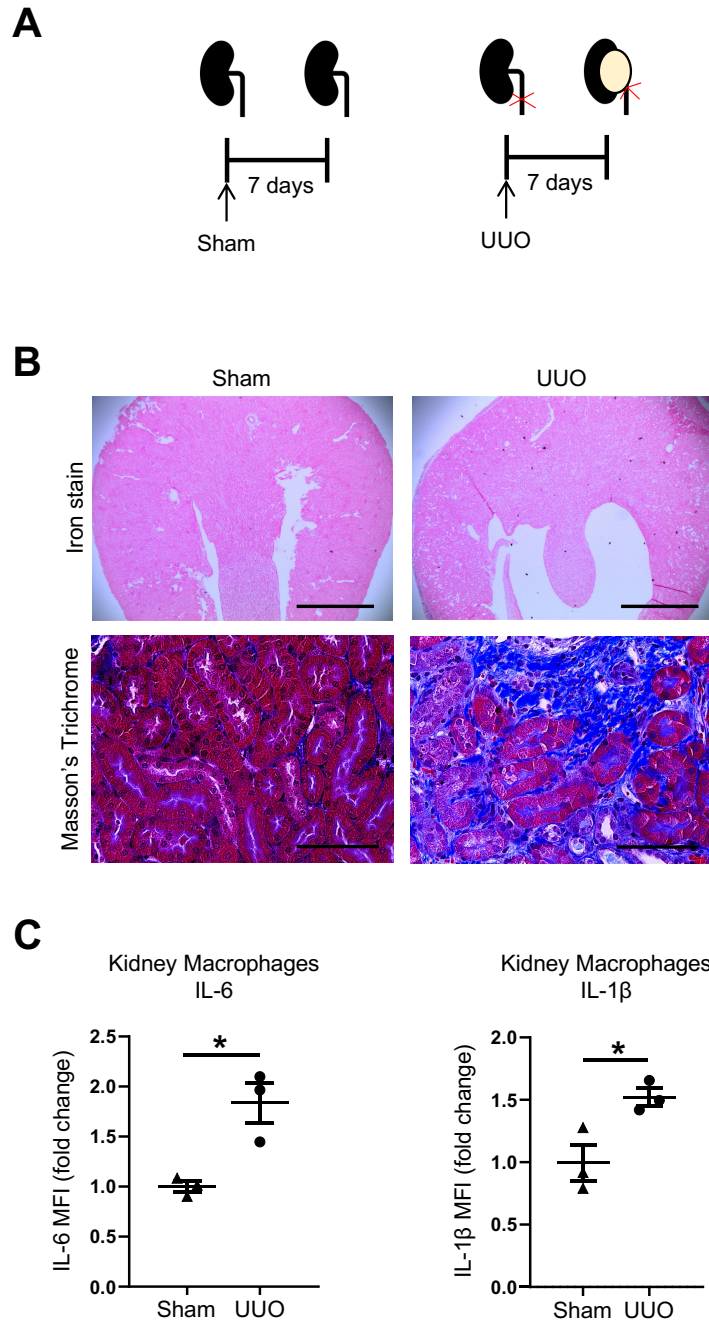

**Supplemental Figure 11. Kidney macrophages are pro-inflammatory in the unilateral ureteral obstruction model of kidney fibrosis.** (A) Experimental scheme of the unilateral ureteral obstruction (UUO) experiments. Kidneys were harvested 7 days after UUO or Sham surgery. (B) Perls' Prussian blue staining (upper panels; scale bars, 1.0 mm). Trichrome staining (lower panels; scale bars, 100  $\mu$ m) demonstrating severe tubulointerstitial fibrosis in obstructed kidneys compared to Sham control (C) IL-6 and IL-1 $\beta$  production is induced in UUO kidney macrophages compared to Sham. Error bars represent SEM, n=3 per group. Data were analyzed using *t* test; \**P*<0.05.

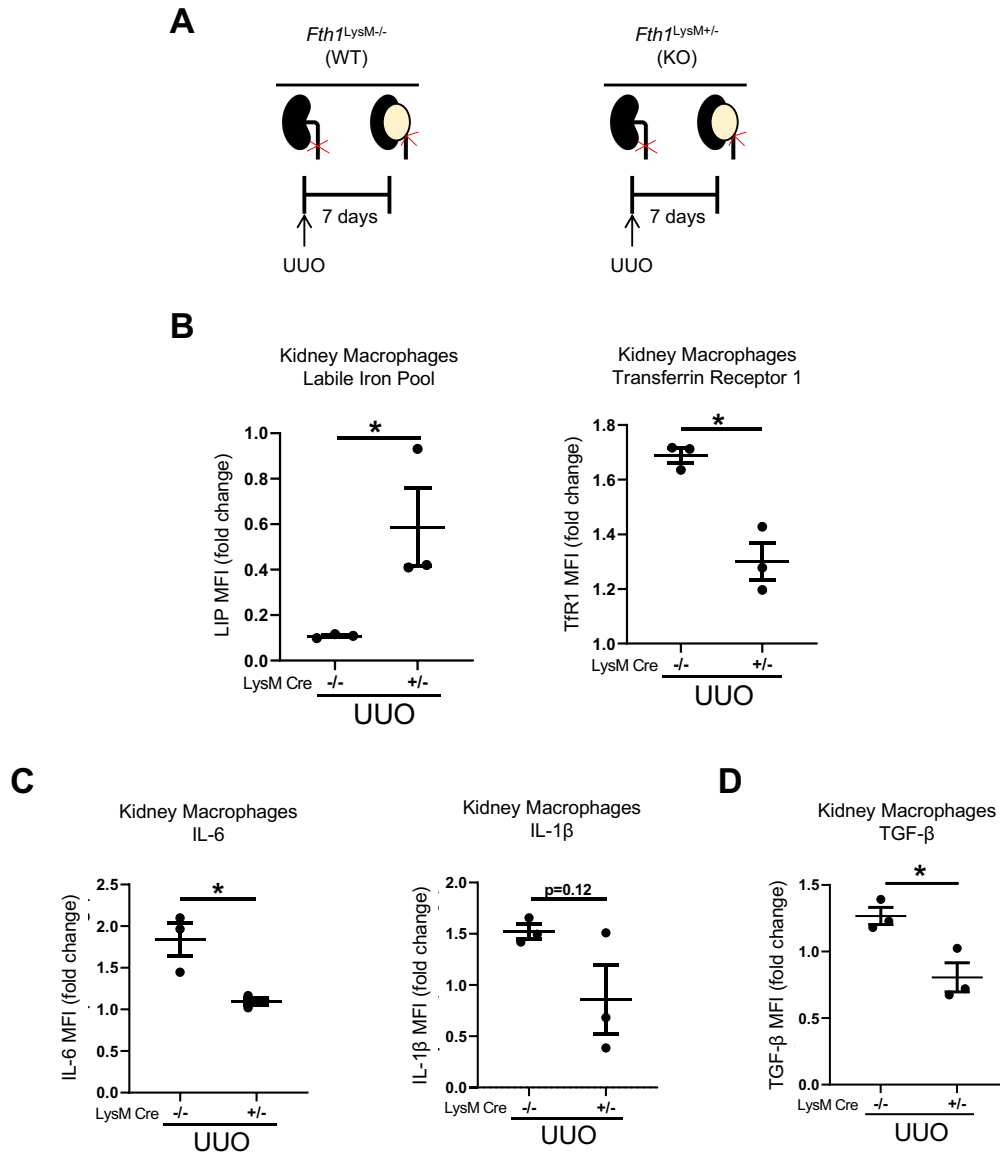

**Supplemental Figure 12. Ferritin heavy chain suppression repleted labile iron pool in kidney macrophages and reduced their inflammatory and fibrotic responses in the unilateral ureteral obstruction model.** (A) Schematic diagram of unilateral ureteral obstruction (UUO) experiments in wild type (WT, *Fth1*<sup>LysM<sup>-/-</sup></sup>) and ferritin heavy chain (*Fth1* gene) LysM-Cre specific knockout (*Fth1*<sup>LysM<sup>+/-</sup></sup>) mice. Kidneys were harvested 7 days after UUO. (B) *Fth1* deletion repleted labile iron pool (LIP) and correspondingly reduced transferrin receptor 1 (TfR1 or CD71) expression in kidney macrophages upon UUO. (C) Expression of IL-6 and IL-1 $\beta$  in kidney macrophages upon UUO in *Fth1*<sup>LysM<sup>-/-</sup></sup> and *Fth1*<sup>LysM<sup>+/-</sup></sup> mice. (D) TGF- $\beta$  expression in *Fth1*<sup>LysM<sup>-/-</sup></sup> and *Fth1*<sup>LysM<sup>+/-</sup></sup> kidney macrophages upon UUO. Error bars represent SEM. Data were analyzed using *t* test, *n*=3 per group; \**P*<0.05.

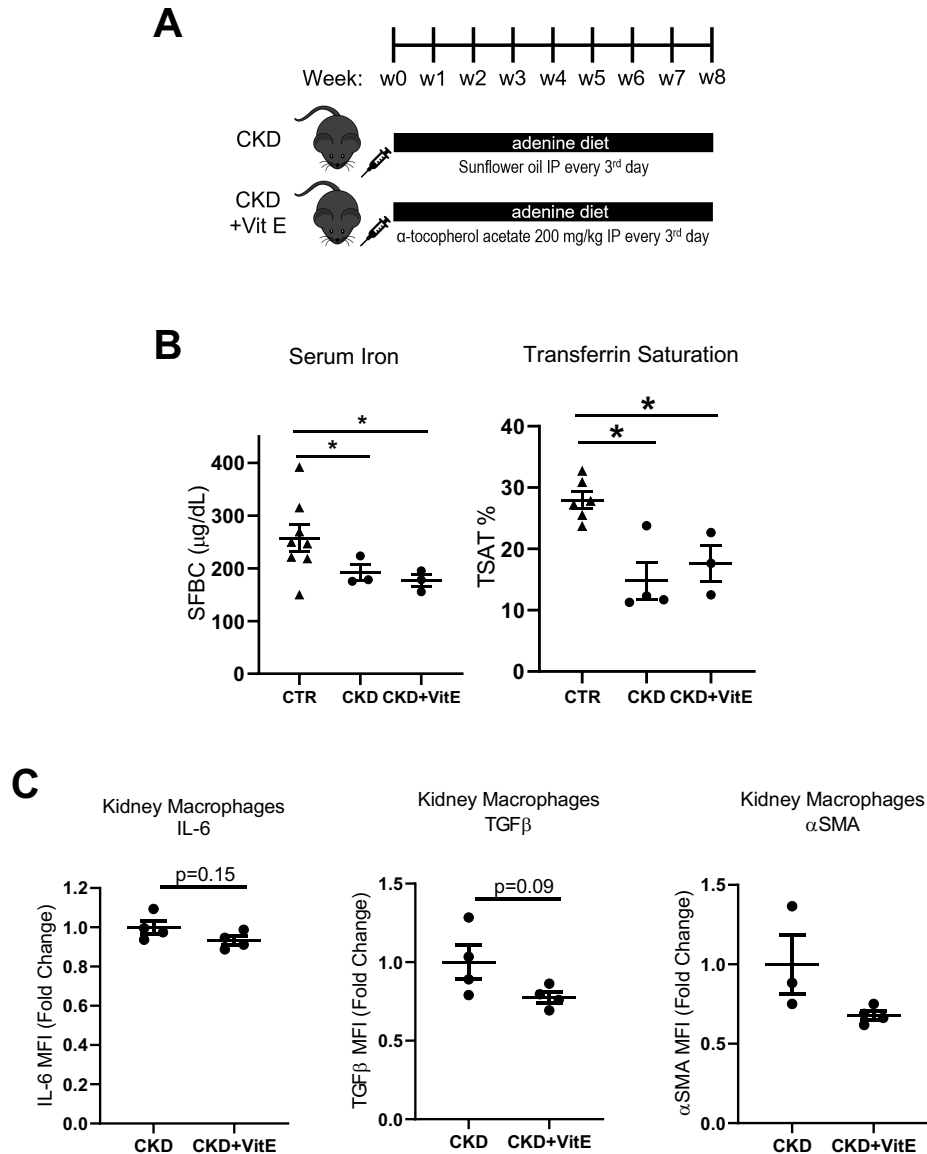

**Supplemental Figure 13. Antioxidant treatment with tocopherol acetate improves kidney function, oxidative stress, and inflammation in kidney macrophages in mice with chronic kidney disease, similar to iron dextran therapy.** (A) Chronic kidney disease (CKD) was induced by the 0.2% adenine diet that mice received for 8 weeks. A subset of the mice received intraperitoneal injections of α-tocopherol (vitamin E) 200 mg/kg every 3<sup>rd</sup> day throughout the experimental period. Blood for serum separation was collected at euthanasia. Kidneys were processed for digestion immediately upon harvesting and kidney single cell suspensions were analyzed by flow cytometry. (B) α-Tocopherol did not affect serum iron and transferrin saturation in CKD mice. (C) Expression of IL-6, TGF-β, and α-smooth muscle actin (α-SMA) in kidney macrophages of CKD mice in the presence and absence of α-tocopherol therapy. Data were analyzed by ANOVA (A) and *t* test (B-F); *n*=3-4 per group. Error bars represent SEM; \**P*<0.05.

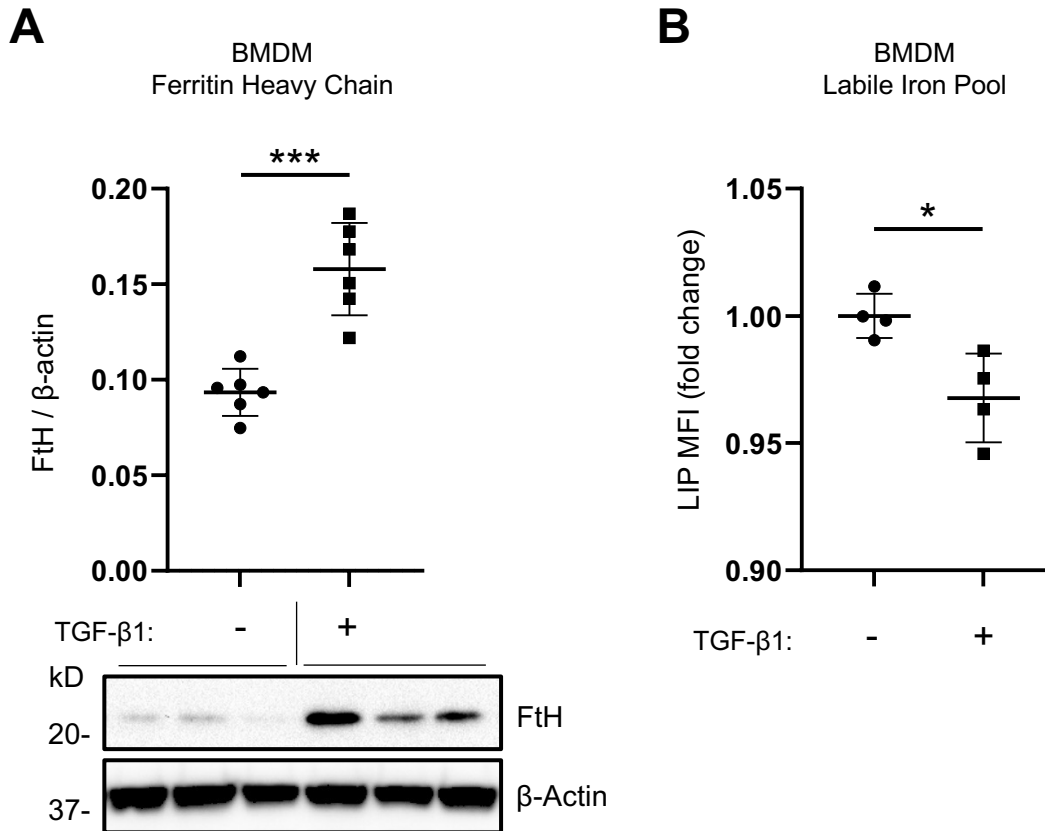

**Supplemental Figure 14. TGF- $\beta$  induces ferritin heavy chain expression while reducing labile iron pool in bone marrow derived macrophages.** Bone marrow derived macrophages (BMDMs) were left untreated (TGF- $\beta$ 1-) or exposed to 5 ng/mL of TGF- $\beta$ 1 for 20 hours (TGF- $\beta$ 1+). No iron was added to the media for either group. **(A)** Ferritin heavy chain (FtH) protein expression in two groups of cells assessed by western blot (n=6 per group). **(B)** Flow cytometry analysis of labile iron pool (LIP) in F4/80-positive control BMDM and BMDM exposed TGF- $\beta$ 1; n=4 per group. MFI, mean fluorescent intensity. Data were analyzed using *t* test. Error bars represent SD; \**P*<0.05; \*\*\**P*<0.001.

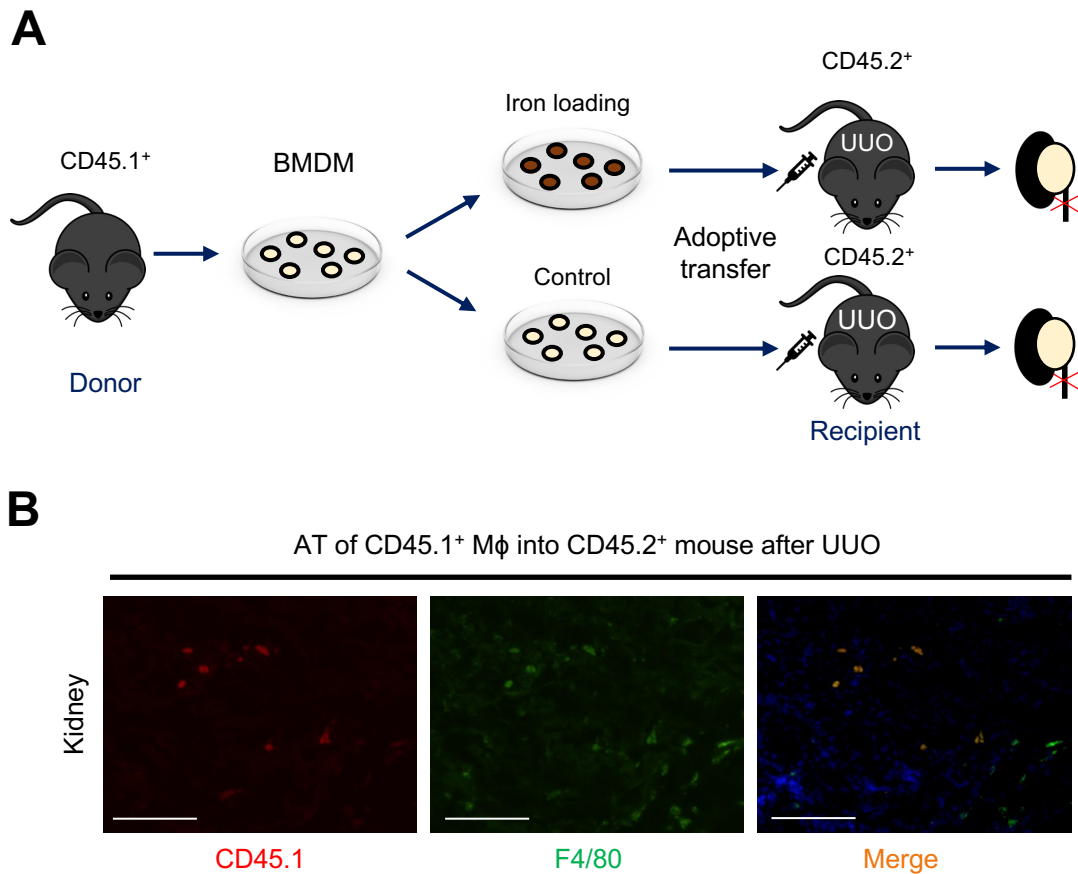

**Supplemental Figure 15. Adoptive transfer of bone marrow-derived macrophages leads to macrophage infiltration of kidney tissue following unilateral ureteral obstruction.** (A) Bone marrow-derived macrophages (BMDM) were isolated from CD45.1<sup>+</sup> mice and left untreated (control) or treated with 25μM ferric ammonium citrate (iron-loaded) for 20 hours prior to adoptive transfer. Kidney fibrosis was induced by unilateral ureteral obstruction (UUO) in CD45.2<sup>+</sup> mice. CD45.2<sup>+</sup> mice received intravenously control or iron-loaded CD45.1<sup>+</sup> macrophages. Kidneys were harvested 5 days after adoptive transfer (AT). (B) CD45.1<sup>+</sup> donor macrophages were visualized in the recipient kidneys by immunofluorescent microscopy showing colocalization of the donor marker CD45.1 (red) and the macrophage marker F4/80 (green). Scale bars, 100 μm. Mφ, macrophage.

How the deposited data were processed for this re-analysis (not part of the article)

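Whole kidney tissue of 12 mice was measured by RNA sequencing, 4 in each of 3 groups: control mice, CKD mice fed a 0.2% adenine diet for 8 weeks, and CKD mice that also received weekly i.p. iron dextran at 0.5 g/kg (CKD+Fe). Each mouse gave 1 library. The deposited labels give each mouse a number and its treatment, and the mice are named by these numbers here. The labels name no batch. The groups share no replicate numbers, so no paired comparison was made. Transcripts of Y-linked genes were present in all 12 mice, so sex was not used as a covariate.

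The authors prepared stranded mRNA libraries, sequenced them with single-end reads on a HiSeq4000 instrument, aligned the reads with STAR and tested normalized read counts with DESeq2. The authors deposited FPKM values (fragments per kilobase of transcript, scaled to the number of mapped reads), 1 per gene and mouse, for protein-coding genes. The paper's text does not name the program that made the FPKM, the genome build or the annotation. The layout of the table, with a position, an estimate and a status per mouse, is that of Cufflinks. The table has 22053 rows with 22007 distinct gene identifiers. Of the 21887 rows whose identifier is in the GENCODE M21 annotation of GRCm38, 77.2% have the same start and end and 99.9% overlap the gene on the same chromosome, so positions are given for GRCm38. The status marked 30 values in 17 genes as failed estimates, and these were treated as missing rather than as 0. Read counts were not used here, and a test on counts was not made because FPKM are not counts.

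The depth in reads is unknown, so no counting error or smallest detectable value can be given per mouse. A relative depth was estimated from the smallest steps between low FPKM values of genes with 1 listed transcript, against the first control mouse. It ran from 0.678 to 1.0 across mice. The range searched for this step was narrowed after a side peak was seen, and the value of 0.901 for CKD+Fe mouse 111710 is uncertain by a factor of 2. The FPKM of 1 mouse are relative to the total of that mouse, and no spike-in was used here, so a change of total RNA per kidney could not be measured.

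Values were analysed as log2(FPKM + 1) with limma 3.58.1 in R 4.3.3 (lmFit, contrasts.fit and eBayes with a variance trend). All 12 mice entered 1 fit, and CKD was compared with control, CKD+Fe with CKD, and CKD+Fe with control. The fit covered the 13148 genes with at least 1 FPKM in at least 4 mice. P values were two-sided and adjusted by the Benjamini-Hochberg method over all genes tested, with a threshold of 0.05. The paper's general statement on statistics gives the same threshold, and its RNA-sequencing methods give an adjusted cutoff of 0.5, which was run as an alternative. Means and SDs are of the FPKM as deposited. For single genes and for list means, an exact two-sided permutation test used all 70 arrangements of 4 mice against 4. The fit, the permutation test and the rescaling were tested on simulated data. Of 200 simulated changes, 173 were recovered (86.5%), among them 99 of 102 changes of 4-fold and 74 of 98 changes of 2-fold, none with the wrong sign. In the same data 8 unchanged genes were called, and 0 genes were called in the comparison without a change. The simulated noise was normal and independent between genes, with no outlying mice and no shift of all genes, and no change under 2-fold was simulated. These rates therefore do not carry over to the real mice or to the smaller changes with iron.

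The genes to name were set before the data were examined: every gene the paper names for these data, the genes of proteins that the paper measured, the 5 genes with the largest rise and the 5 with the largest fall in each of the first 2 comparisons among genes past the threshold whose groups do not overlap, and antioxidant family genes that went against the paper's direction past the threshold. The lists of antioxidant families, Nrf2 targets, macrophage, matrix, proximal tubule, other nephron and tubule injury genes were written from general knowledge before the data were examined. A list of 9 papilla and urothelium genes was written after some mice were seen to differ from their group. Symbols were matched by the name in the deposited table and otherwise by Ensembl identifier. Mirt2 of the heatmap, Gsta13 of the antioxidant families and Dpep1 of the proximal tubule list were not matched.

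The alternatives set before the data were examined were a pseudocount of 0.1, no filter on low values, a filter at a mean of 5 FPKM, median-of-ratios rescaling, quantile normalization, only the 2 groups compared in the fit, array quality weights, no variance trend, other thresholds, adjustment over a list alone, the median in place of the mean over a list, and each mouse left out in turn. An adjustment for GC content and transcript length (splines with 5 degrees of freedom fitted to the deviation of each mouse) was added after the data were seen. All 35 ways of splitting the 8 mice of each comparison into 4 and 4 were fitted as well, the real grouping included.

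The values of Fig. 6C and Supplemental Figure 2B that are compared with the deposited values were measured from the position of the mean lines in the pictures. For Cat and Hebp1 this was done after the deposited values were known, and it replaced earlier notes whose reading had not been recorded. Flow cytometry, immunoblots, histology and serum measurements of the paper were not analysed here.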

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

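All tests in this part were chosen after the results were seen.

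In 15 of the 192 groups of 4 mice examined, the mouse at 1 end lay far from the other mice of its group (Dixon's test at its critical value). Chance gives 9.6 such groups at this limit. Control mouse 042301 accounted for 5 of the 15, with 699.1 FPKM for Prdx1 (the other control mice had 942 to 984), 219.4 FPKM for Gstm2 (36.5 to 58.5), 234.2 FPKM for Mgst3 (116 to 132), 2.4 FPKM for Mrc1 (0.914 to 1.09) and 20.85 FPKM for Lcn2 (3.88 to 5.61). In CKD mouse 110310, Acta2 was 108.9 FPKM (66.3 to 72.5 in the other CKD mice) and Tgfb1 was 52.36 FPKM (19.6 to 21.3). In CKD mouse 022301, Il1b was 35.84 FPKM (11.0 to 14.6) and Mrc1 was 34.69 FPKM (21.6 to 23.0). In CKD mouse 021320, Klk1 was 824.3 FPKM (567 to 580). Among control mice, Slc48a1 was 80.06 FPKM in 042310 (98.0 to 100.2 in the others) and Havcr1 was 2.747 FPKM in 012811 (1.22 to 1.47). In CKD+Fe mouse 062910, Slco1a1 was 0.2981 FPKM (0 to 0.0275) and Slc22a7 was 12.91 FPKM (0.315 to 1.10). In CKD+Fe mouse 042702, Dnase1 was 13.22 FPKM (36.4 to 39.8).

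These mice were also examined over all genes. In each group 1 mouse stood apart: 110310 with 805 genes at least 2-fold from the mean of the other mice of its group, 042301 with 595 and 042702 with 442, against at most 225 for any other mouse. The deviation of these 3 mice from their groups rose with GC content across genes, with rank correlations of 0.565, 0.360 and 0.505. All 3 of the 3 highest of these correlations among the 12 mice belonged to them. For transcript length, 2 of the 3 mice had the most negative correlations. After adjustment for both, 339, 470 and 319 genes were still at least 2-fold away. The papilla and urothelium genes were highest of the group in 1 of the 3 mice, 042301. A GC content bias of the library may therefore account for part of the distance, and a difference in the part of the kidney taken cannot be told apart from it for 042301. Both explanations were tested on the mice in which the pattern was seen. The design gives no condition within a group, so no biological explanation was tested.

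Genes outside those the paper discusses rose most in CKD against control mice. The log2 fold change was 7.05 for Lcn2, 6.55 for Mmp7, 6.05 for Havcr1, 6.01 for C3 and 5.99 for Timp1, and every CKD mouse was above every control mouse for each of them. These rises exceed the median of all genes (0.50) several times over, and after median-of-ratios rescaling they were 6.53, 6.27, 5.61, 5.504 and 5.53. Only 1 of the 35 splits of the 8 mice, the real one, gave as many genes higher or lower past the threshold. The list of tubule injury genes, which holds markers of this kind, rose by 4.23 on the log2 scale (exact permutation p = 0.0286). The paper does not report these genes.

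Fabp1, which the paper does not discuss either, was the only gene past an adjusted p of 0.05 in CKD+Fe against CKD mice, with a log2 fold change of 3.30 and all 4 CKD+Fe mice above every CKD mouse. Adjustment for GC content and transcript length left it past the threshold (adjusted p = 0.0324), and over the alternatives the adjusted p ran from 0.00445 to 0.297. However, 6 of the 35 splits of these 8 mice gave at least 1 gene past the threshold in 1 direction, and another split gave 61. The call of Fabp1 therefore cannot be told apart from chance among the 13148 genes, and an effect of iron on it is a hypothesis.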

How the results depend on the processing

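Apart from the adjustment for GC content and transcript length, which was added after the data were seen, the alternatives were set before the data were examined. Sex as a covariate was not run, because all mice express Y-linked genes. The cause of the changes below was not tested unless stated.

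In CKD against control mice, 7181 genes were higher and 1748 lower. Median-of-ratios rescaling gave 3781 higher and 3856 lower, quantile normalization 3061 and 3364, and the GC and length adjustment 3783 and 3993. An adjusted p under 0.5 gave 2681 lower. With each mouse left out in turn, 6521 to 7313 genes were higher and 1520 to 1875 lower. In CKD+Fe against control mice, 7159 genes were higher and 1442 lower. These counts became 3636 and 3618 with rescaling, 2603 and 2966 with quantile normalization, and 3472 and 3773 with the GC and length adjustment. With a filter at a mean of 5 FPKM, 4749 were higher, and with an adjusted p under 0.5, 2388 were lower. Rescaling, quantile normalization and the GC and length adjustment move the median of all genes to near 0, so the split between higher and lower genes rests on the scaling.

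Between CKD+Fe and CKD mice, 1 gene was higher and 0 were lower. A pseudocount of 0.1, no filter on low values, and only the 2 groups compared in the fit each gave 0 higher, with 418, 623 and 428 at an unadjusted p under 0.05. Array quality weights gave 91 higher and 69 lower. No variance trend gave 1 lower and the GC and length adjustment 2 lower. At an adjusted p under 0.5 there were 92 higher and 72 lower, and without adjustment 431 and 359. With each mouse left out in turn, 0 to 9 genes were higher and 0 to 4 lower. The weights, estimated from the same values, were lowest for mice 110310 (0.201), 042301 (0.300) and 042702 (0.381).

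Of the 26 genes of Fig. 6B tested, between 14 and 23 were lower in CKD than in control mice under every alternative run, and 17 to 20 with each mouse left out. The number higher in CKD+Fe than in CKD mice was 0, and became 13 with array weights, 13 at an adjusted p under 0.5, 21 without adjustment and 20 with adjustment over the list alone. It ran from 0 to 2 with each mouse left out. Of the 75 antioxidant family genes, 28 to 48 were lower in CKD mice under the alternatives and 27 to 32 with each mouse left out. The number higher in CKD mice was 20, and 13 with rescaling and 13 with quantile normalization, of which 11 were among the 20. The number higher in CKD+Fe mice was 0, and became 7 with array weights, 7 at an adjusted p under 0.5, 14 without adjustment and 6 over the list alone, and it ran from 0 to 2 with each mouse left out. The 7 genes with array weights, and the same 7 at an adjusted p under 0.5, are all genes of Fig. 6B as well. No antioxidant family gene was lower with iron under any of these settings, nor at an unadjusted p under 0.05, where the count was 0.

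The log2 fold change of Cat in CKD+Fe against CKD mice passed the threshold with array weights (0.8880), and ran from 0.6827 to 0.9426 with each mouse left out, past the threshold only without 042702. That of Hebp1 passed it with array weights (0.4637). Over the alternatives the adjusted p ran from 0.0174 to 0.673 for Cat and from 0.0292 to 0.673 for Hebp1. The fall of Gsta2 in CKD was not past the threshold with quantile normalization (-0.0776) and in 5 of the 8 fits that left out a mouse. In CKD against control mice Cat, Hebp1 and Adgre1 kept their direction and their side of the threshold in every fit.

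Several values changed sign. In CKD against control mice, the log2 fold change of Gstm2 (-0.05) was 0.0119 with quantile normalization and 0.2729 with array weights, and ran from -0.3438 to 0.5076 with each mouse left out. That of Mgst3 (-0.10) was 0.1958 and 0.0996 under the same alternatives and ran from -0.2068 to 0.1279. With rescaling, Srxn1 was -0.2526, Pon2 -0.0796, Aifm2 -0.1576 and Prdx4 -0.1861. With quantile normalization, Mgst2 was -0.0477 and Aifm2 -0.2425, and Gpx3, lower past the threshold as deposited (-0.927) and with rescaling, was higher past it (0.643). Prdx2 (0.032 as deposited, not past the threshold) was lower past it with rescaling (-0.5432) and higher past it with quantile normalization (0.418). With the GC and length adjustment, Srxn1 was -0.0940, Pon2 -0.0606 and Aifm2 -0.0168. With iron, Fth1 was -0.0749 with quantile normalization. With each mouse left out, Il1b ran from -0.4102 to 0.1283, Tnf from -0.4683 to 0.0965, Tfrc from -0.3724 to 0.0724 and Mrc1 from -0.0057 to 0.2487.

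With the median over a list in place of the mean, the change with iron became 0.0102 for the macrophage list, -0.0737 for the proximal tubule list, and 0.5501 for the antioxidant families relative to the proximal tubule list. The last difference fell to 0.8513 in CKD against control mice (exact permutation p = 0.0571). With each mouse left out, the change with iron ran from -0.2146 to 0.1081 for the macrophage list and from -0.3813 to 0.0573 for the antioxidant families relative to the proximal tubule list. The changes of the macrophage, matrix and proximal tubule lists in CKD kept their direction in every alternative and with every mouse left out. Their exact permutation p was 0.0286 in every fit. This is the smallest value that 4 mice against 4 allow, so it cannot show a change in strength. Adjusted over the 18 list comparisons it was 0.074, which is not past 0.05. The change of the matrix list with iron and the correlation of the CKD change with the iron change also kept their direction throughout. Their exact permutation p stayed above 0.05 in every fit.

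Over the 93 comparisons of single named genes, the alternatives gave 764 fits with the same call, 31 weaker, 22 stronger and 14 reversed. The fits that left out a mouse gave 686, 40, 4 and 9. The unknown read depth limits genes at low FPKM, such as Slco1a1, Pzp and Il6 in these tissues, for which no smallest detectable value can be given.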

Differences from the paper's values

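The values that could be read from the paper's figures did not differ from the deposited data. For Cat, Fig. 6C shows about 500 in control, about 150 in CKD and about 250 in CKD+Fe mice, read from the picture, against 499, 144 and 249.98 FPKM here. For Hebp1, Fig. 6C shows about 84, about 46 and about 64, read from the picture, against 84.1, 45.9 and 64.2 FPKM. For Adgre1, Supplemental Figure 2B shows about 2.1 in control and about 27 in CKD mice, read from the picture, against 2.21 and 27.0 FPKM. The positions of the mean lines of Cat and Hebp1 were measured after the deposited values were known. Of the alternatives set before the data were examined, quantile normalization moved a value more than 1.5-fold away, to 3.82 FPKM for Adgre1 in control mice. Median-of-ratios rescaling moved the values of control mice by less than that but by several SDs for 2 genes, to 649.7 FPKM (SD 30) for Cat and 109.4 FPKM (SD 5.08) for Hebp1.

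The paper states that iron therapy increased numerous antioxidant genes, and Fig. 6B marks differences between CKD and CKD+Fe mice. Its legend does not say which test gave these marks or whether the p values were adjusted. Here none of the 26 genes tested had an adjusted p under 0.05 over all genes, and the lowest was 0.104, for Gsta2. Several settings do call them. The paper's RNA-sequencing methods give an adjusted cutoff of 0.5, for DESeq on read counts and comparisons with control samples. With that cutoff applied to limma on FPKM here, 13 genes were higher, and at an unadjusted p under 0.05, 21 were higher. With adjustment over the list alone, 20 were. With array weights 13 were (Cat, Pxmp2, Hebp1, Slc22a12, Klk1, Gstp1, Gsta2, Gsta3, Gsta4, Gstm1, Nqo1, Pcyt2 and Ftl1), and without CKD+Fe mouse 042702 the 2 genes Cat (adjusted p = 0.032, limma) and Gsta2 (0.028) were. Of the genes the paper's text names, Gstk1, Mgst1, Gpx4, Slc48a1 and Gstm2 had an adjusted p of 0.648, 0.509, 0.8, 0.705 and 0.964 for the change with iron. With array weights these were 0.0763, 0.0916, 0.0732, 0.108 and 0.26. Without adjustment, Gstk1, Mgst1, Gpx4 and Slc48a1 had a p under 0.05 (limma). Gstm2 did not (0.295), but with only the 2 groups compared in the fit, which leaves out the control mice, its unadjusted p was 0.00769.

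The paper describes many antioxidant genes, with reference to Fig. 6B, as lower in CKD and higher after iron, and its text names Mgst1 and Gstm2 among those that iron induced. Of the 26 genes tested 20 were lower in CKD past the threshold. Of these, Txn1, Prdx1, Slc48a1, Gsta2, Pcyt2 and Fth1 were not past it with quantile normalization. Pcyt2 was not past it in 5 of the 8 alternatives and in 5 of the 8 fits that left out a mouse. The other 6 of the 26 genes are given here. Mgst1 was higher in CKD than in control mice, with a log2 fold change of 1.10 (adjusted p = 8.69e-05), and was higher under every alternative, from 0.52 to 1.38. Gsta4 had a log2 fold change of 0.59 (adjusted p = 0.0763). Gstm2 (-0.05, adjusted p = 0.92), Mgst3 (-0.10, adjusted p = 0.654), Nqo1 (-0.44, adjusted p = 0.131) and Ftl1 (-0.57, adjusted p = 0.0725) were not past the threshold. With median-of-ratios rescaling, Mgst3 (adjusted p = 0.00735), Nqo1 (0.00375) and Ftl1 (0.00228) were lower past it. Ftl1 was also lower past it with array weights and without CKD mouse 110310 (0.0149). With the GC and length adjustment, chosen after seeing the values, Nqo1 (0.00527) and Ftl1 (0.000912) were lower past it. An adjusted p under 0.5 calls Nqo1 and Ftl1 lower and Gsta4 higher. Gsta4 was also higher past 0.05 with array weights (0.00618) and without CKD mouse 110310 (0.0316), and Gstm2 was higher without control mouse 042301 (0.0136). The log2 fold change of Gstm2 in that fit, 0.5076, was no more than the median of all genes (0.502). Over the alternatives the log2 fold change ran down to -0.6173 for Gstm2 and to 0.0256 for Gsta4, so neither gene is shown to rise beyond the shift of all genes.

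The paper states that antioxidant pathways were suppressed in CKD. Of the 75 antioxidant family genes, 33 were lower and 20 were higher past the threshold, with rescaling 48 were lower and 13 higher, and with quantile normalization 29 were lower and 13 higher.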

Other observations

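All tests in this part were chosen after the results were seen, apart from the macrophage, matrix and proximal tubule list means, the antioxidant families relative to the proximal tubule list, and the correlation of both changes, which were set before the data were examined. For 6 of the tests the reading was made more cautious after their values were seen.

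Most genes tested were higher in CKD than in control mice, with a median log2 fold change of 0.502. With every mouse rescaled to the same total FPKM it was 0.723. Leaving the 10 most abundant genes of the control mice, Kap among them, out of that total lowered it to 0.507, and leaving out the 100 most abundant lowered it to 0.381. Without the 10 most abundant genes the shift thus remained about as large as in the deposited values, which are not scaled to that total. The shift was positive in genes with short, middle and long transcripts (0.240, 0.532 and 0.671), although it grew with length, and in genes of low and high GC content (0.554 and 0.476). The relative depth of CKD mice was 0.896 of that of control mice, so the shift does not come with a greater depth. Median-of-ratios rescaling brought the shift to 0.012, as it does by design, so a change in most transcripts cannot be told apart from the scaling of the FPKM. The number of genes past the threshold was not a matter of how the mice were grouped. For CKD against control mice, 1 of the 35 splits (the real one) gave as many genes higher and 1 as many lower, and for CKD+Fe against control mice it was 1 and 1 as well.

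The fall of antioxidant genes in CKD was tested in the same way. As many of the genes of Fig. 6B were lower in 1 of 35 splits, the real one, but the authors chose these genes on the same mice. As many of the antioxidant families were lower in 1 of 35 and higher in 1 of 35. The rise of some family members was not a product of scaling alone, since 13 were still higher past the threshold after rescaling. The antioxidant families fell less than the proximal tubule list, by a difference of 1.79 on the log2 scale (exact permutation p = 0.0286, adjusted p = 0.074 over 18 list comparisons).

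In CKD+Fe against CKD mice, at least as many genes past the threshold came from 6 of 35 splits for higher genes and from 35 of 35 for lower genes, where the count was 0 with 359 at an unadjusted p under 0.05. No gene of Fig. 6B was past the threshold and higher, with 21 at an unadjusted p under 0.05, and 35 of 35 splits gave as many. No antioxidant family gene was past it in either direction, with 14 higher and 0 lower at an unadjusted p under 0.05, and 35 of 35 splits gave as many for each direction. Where the count was 0, every split gives as many by construction, so these comparisons test nothing. The counts above 0 are the ones that can. At an unadjusted p under 0.05 there were 790 genes, and 13 of 35 splits gave as many. The highest count, 2437, came from the split of CKD mice 021320 and 120102 with CKD+Fe mice 111710 and 122320 against the others. That split sets the mice 110310 and 042702, which lay far from their groups, on the same side. At an adjusted p under 0.5 there were 164 genes, and 11 of 35 splits gave as many. For antioxidant family genes at an unadjusted p under 0.05, the count was 14, and 3 of 35 splits gave as many. With array weights, estimated again for each split, 160 genes passed an adjusted p of 0.05, and 2 of 35 splits gave as many, the other with 654 and again with those mice on the same side. The antioxidant family genes numbered 7, and 2 of 35 splits gave as many. None of these counts could be told apart from chance. For the genes of Fig. 6B the outcome depended on the setting. Their count of 21 at an unadjusted p under 0.05 was above the 11 of any other split, and their count of 13 with array weights was above the 5 of any other split. Their count at an adjusted p under 0.5, however, was 13, and 2 of 35 splits gave as many, the other with 15. These genes were chosen on the same mice, however, so this comparison shows no stability.

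Candidate explanations of the higher antioxidant genes in CKD+Fe mice were tested. The mean of the families rose by 0.266 with iron (adjusted p = 0.074). Against the proximal tubule list the change was -0.122 (exact permutation p = 0.686), but that difference had an SD of 0.570 in CKD+Fe and 0.328 in CKD mice, so a recovery of proximal tubule transcripts cannot be told apart from a specific rise. Genes matched for their fall in CKD had a smaller mean change with iron, 0.166 against 0.323 (exact permutation p = 0.0286, with the matching made on the real groups and kept). With the genes and matches chosen again in each of the 70 arrangements, the real difference of 0.157 was the largest and the next was 0.144 (exact permutation p = 0.0143). The rise thus exceeded that of the matched genes, but the margin is narrow. Some of the antioxidant genes are also genes of Fig. 6B, chosen on the same mice, which may favor the real grouping. A general return of genes that fell is therefore not excluded as the whole cause. For the proximal tubule the evidence is mixed. With the median over each list, the tubule change with iron was -0.0737 and the antioxidant change relative to it 0.5501 (exact permutation p = 0.114). CKD+Fe mouse 042702 had a tubule mean of 6.374, below the CKD mean of 6.793, and an antioxidant mean of 6.259, above every CKD mouse. After adjustment for GC content and transcript length, 19 of the 26 genes of Fig. 6B kept a positive change with an unadjusted p under 0.05. As these genes were chosen for the pattern, the test cannot exclude such a bias for them. The antioxidant family list was written before the data were examined, but it shares genes with Fig. 6B, among them Cat, Gsta2, Gstm1 and Nqo1. After the same adjustment its mean still rose by 0.221 with iron (exact permutation p = 0.0286), against 0.266 as deposited. For the mean of the families, shared genes included, this argues against GC content and transcript length as the whole cause. The mean without the shared genes was not computed. Nqo1 and several glutathione transferases are targets of Nrf2, and the other Nrf2 targets rose by 0.158 (exact permutation p = 0.0286, adjusted p = 0.074), or by 0.166 after rescaling (exact permutation p = 0.0571). A general rise of Nrf2 targets with iron may contribute, but this is a hypothesis from a small change. With 4 mice against 4, 0.074 is the adjusted value of every list at the smallest exact p, so the adjustment cannot tell these lists apart.

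Across genes, the CKD change and the iron change were correlated with r = -0.304 when each used different CKD mice, and -0.501 when they shared them. Genes are not independent replicates, so the 70 arrangements of the CKD and CKD+Fe mice were compared, which gave r from -0.520 to 0.540 (exact permutation p = 0.286). Spearman's rho was -0.273 (exact permutation p = 0.3). After adjustment for GC content and transcript length r was -0.329 (exact permutation p = 0.243). A partial return of the CKD profile with iron could not be told apart from chance.

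In whole tissue, the macrophage list rose by 3.05 on the log2 scale in CKD (exact permutation p = 0.0286, adjusted p = 0.074) and changed by -0.071 with iron (exact permutation p = 0.771), so fewer macrophages after iron were not detectable, and were not excluded. The matrix and myofibroblast list rose by 2.50 in CKD and changed by -0.331 with iron (exact permutation p = 0.2). The tubule injury list changed by -0.625 with iron (exact permutation p = 0.114), so less tubule injury was not detectable either.

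Transcripts of proteins that the paper measured in other ways had these values in whole tissue. The log2 fold change in CKD+Fe against CKD mice was -1.03 for Fn1 (adjusted p = 0.348, or 0.043 with array weights), 0.16 for Acta2 (0.985), -0.49 for Tgfb1 (0.958), -0.21 for Il1b (0.982), -0.22 for Tnf (0.985), -0.19 for Tfrc (0.982), 0.09 for Mrc1 (0.993) and 0.10 for Fth1 (0.993). With each mouse left out in turn, this log2 fold change ran from -0.8798 to -0.1635 for Tgfb1 and from 0.0275 to 0.3266 for Acta2. In CKD against control mice it was 3.80 for Fn1, 1.14 for Acta2, 1.69 for Tgfb1, 3.00 for Il1b, 2.11 for Tnf and 3.49 for Mrc1, each with an adjusted p under 0.05 as deposited. After rescaling, Acta2 had 0.58 and an adjusted p of 0.0588. As deposited, Fth1 had -0.97 (adjusted p = 0.00124) and Tfrc -0.42 (adjusted p = 0.123). Both calls depended on the scaling, and that of Tfrc also on a single mouse. With each mouse left out in turn, Tfrc ran from -0.6804 to -0.2356 (adjusted p from 0.00449 to 0.347). It was lower past the threshold in 1 of these 8 fits. Fth1 had -1.5502 with rescaling and -0.1236 (adjusted p = 0.658) with quantile normalization, and Tfrc had -0.9769 (adjusted p = 0.00294) with rescaling and was also lower past the threshold with quantile normalization. Il6 was too low for the test, at 0.0114 FPKM in control, 1.55 FPKM in CKD and 1.35 FPKM in CKD+Fe mice on average, and so was Nos2, at 0.262, 1.04 and 0.680 FPKM. The largest falls in CKD against control mice were -6.43 for Slco1a1, -5.90 for Slc22a7, -5.40 for Dnase1, -4.84 for Kap and -4.84 for Pzp, all past the threshold with groups that do not overlap. No explanation was tested for these values.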
